# Glycogen and lactate metabolism in mouse fetal Sertoli cells sustain the germ line

**DOI:** 10.1016/j.celrep.2026.117069

**Published:** 2026-03-10

**Authors:** Martín A. Estermann, Joseph Sheheen, Sara A. Grimm, Boris Tezak, Yu-Ying Chen, Tsuyoshi Morita, Humphrey H.-C. Yao, Blanche Capel

## Abstract

Metabolites are key regulators of cell fate decisions, chromatin remodeling, and lineage commitment. While genetic pathways governing testis differentiation are well studied, the role of metabolism remains poorly understood. In this study, we investigate the transient, male-specific accumulation of glycogen in supporting cells of the fetal testis in mice, between embryonic days 11.5 and 13.5. Blocking glycogen metabolism/accumulation *in vivo* and *in vitro* is dispensable for Sertoli cell differentiation. However, its disruption leads to reduced lactate production and reduced germ cell number in the testis. Inhibiting lactate transport reveals a critical metabolic coupling between Sertoli and germ cells during early testis development. Surprisingly, external lactate or glucose supplementation fails to rescue the germ cell phenotype. These findings suggest that glycogen accumulation supports a critical developmental window in which both Sertoli and germ cells are metabolically constrained and unable to rely on external carbon sources.

## In brief

Estermann and Sheheen et al. identified a metabolic coupling between fetal Sertoli and germ cells in mice, driven by glycogen breakdown and lactate transport through the MCT4/MCT1 shuttle. This interaction is essential to support fetal germ cell development.

## INTRODUCTION

Increasing evidence across developmental systems indicates that metabolism is far more than a background process supporting biosynthesis and energy production. It is an active regulator of cell fate decisions, chromatin remodeling, and lineage commitment.^1-6^ In this context, the concept of metabolic coupling, the coordinated exchange of metabolites between specialized cells, has emerged as a key mechanism by which cell populations communicate, synchronize their developmental trajectories, and compartmentalize their functions. This mechanism, often exploited by cancer cells,^7-9^ plays a vital role in the normal function of many organs, including in the brain, kidney, muscle, and adult testis.^10-13^ In the adult testis, Sertoli cells provide metabolic and functional support to germ cells to sustain sperm production.^14-18^ However, when this metabolic coupling is established during testis development has not been explored.

Fetal testicular differentiation involves the transformation of the bipotential gonadal primordium into a testis, a process orchestrated by the supporting cell lineage.^19^ Supporting cells are the first to commit to a testicular (Sertoli) fate around embryonic day 11.5 (E11.5) in mice.^20-22^ Once specified, Sertoli cells coordinate the differentiation of the rest of the gonadal cell types, including the germline.^22-24^ While the genetic regulators driving these processes have been well characterized, much less is known about how metabolic cues influence sexual fate decisions.

A puzzling early metabolic difference between XY and XX gonadal supporting cells at the onset of sex determination is the accumulation of glycogen deposits in male, but not female, supporting cells.^25,26^ Despite this observation, the exact role of this sex-specific metabolic difference has not been clearly identified. To explore this metabolic dimorphism, we perturbed glycogen synthesis and breakdown pathways. We show that while glycogen metabolism is not required for Sertoli cell differentiation, it is required for germ cells to initially populate the fetal testis cords as they form. Disruption of the lactate shuttle produced a similar phenotype. Our results suggest that Sertoli cells break down glycogen to produce lactate, which is then transported to germ cells via the lactate shuttle, supporting their development. These findings establish glycogen and lactate metabolism as critical determinants of germ cell development, highlighting a previously unrecognized metabolic coupling between fetal Sertoli and germ cells, with potential implications for male fertility.

## RESULTS

### Sertoli cells accumulate glycogen within a specific developmental window

To characterize the glycogen deposition pattern, immunofluorescence was performed using a glycogen-specific antibody^27^ on gonadal paraffin sections from sexually differentiating male and female gonads. At E11.5 (ts 20) (Figures S1A and S1B), despite the presence of SRY+ and SOX9+ Sertoli cells, glycogen was not detected using this antibody. As a positive control, the notochord displayed strong glycogen immunoreactivity at E11.5 (Figure S1C). By E12.5, glycogen was detected in Sertoli cells in the testicular cords, colocalizing with a known Sertoli cell marker, AMH (Figure 1A). However, it was absent in FOXL2+ ovarian supporting (pre-granulosa) cells (Figure 1A). Interestingly, by E13.5, glycogen was no longer detectable in the testis (Figure 1A). This suggests a tightly regulated developmental window in which glycogen accumulates in Sertoli cells between E11.5 and E12.5, soon after their differentiation initiates, followed by its breakdown and/or consumption between E12.5 and E13.5.

### Sex-specific glycogen synthesis and degradation result in glycogen accumulation in Sertoli cells

To understand the molecular mechanism underlying glycogen accumulation and subsequent breakdown, we interrogated a mouse gonadal single-nucleus RNA sequencing (RNA-seq) dataset^28^ for the expression of enzymes involved in glycogen synthesis and breakdown in supporting cells across developmental stages (Figures 1B and 1C). No significant differences were observed in the expression of glycogen synthesis enzymes (*Pgm1*, *Ugp2*, *Gys1*, *Gys2,* and *Gbe1*) (Figure 1C). However, Sertoli cells in the embryonic testis expressed significantly higher levels of *Ppp1r3c* at E11.5 and E12.5 than the pre-granulosa cells of the embryonic ovary (Figure 1C; Table S1). *Ppp1r3c*, also known as protein targeting to glycogen (PTG), regulates the phosphorylation (activation) of glycogen synthase (GYS1 and GYS2), therefore promoting glycogen formation. At E11.5 and E12.5, Sertoli cells showed higher PPP1R3C protein expression than pre-granulosa cells, while expression levels were comparable at E13.5 (Figures 1D and S1D). This temporal difference in expression aligns with the pattern of glycogen accumulation observed in the testis (Figure 1A).

In contrast, pre-granulosa cells exhibited significantly higher levels of enzymes that degrade glycogen, *Pygl*, *Pygb,* and *Pygm* at E12.5 and *Pygl* and *Pygb* at E13.5 (Figure 1C; Table S1). PYBG, the most abundant isoform (Figure 1C; Table S1), was expressed at similar protein levels in XX and XY gonads at E11.5 and E13.5 (Figures S1D and S1E). However, testes exhibited lower expression of the PYGB protein at E12.5 (Figure 1E). These data suggest that glycogen accumulates in Sertoli cells at E12.5 as a result of differential synthesis (mediated by PPP1R3C) and reduced glycogen breakdown (mediated by PYG enzymes).

### Glycogen is not required for fate determination of Sertoli cells

To investigate the role of glycogen breakdown during gonadal differentiation, we performed *ex vivo* gonadal cultures using the glycogen phosphorylase inhibitor (GPI) CP 316819, which inhibits all 3 glycogen phosphorylase enzymes (PYGB, PYGL, and PYGM). Taking advantage of the gonads being paired organs, we incubated one E12.5 gonad from a single embryo with the GPI inhibitor and the contralateral gonad with a vehicle control (DMSO) for 48 h. To determine the optimal concentration and assess potential toxicity, we cultured gonadal pairs with 75, 100, and 150 μM of GPI or vehicle solutions and evaluated apoptosis via cleaved caspase-3 (CC3) staining and proliferation by staining for Ki-67 (MKI67) (Figure S2A). We selected 75 μM of GPI for further experiments, as higher concentrations increased gonadal apoptosis (Figure S2A). We first examined whether glycogen breakdown was required for Sertoli cell differentiation. Although gonads grew more slowly *ex vivo* and did not retain perfect morphology, male gonads cultured with 75 μM of GPI exhibited normal Sertoli cell differentiation markers, evidenced by the expression of SOX9 and the absence of FOXL2, a marker of pre-granulosa cells (female vehicle control), which would be indicative of sex reversal (Figure 2A). These findings suggest that glycogen breakdown is not required for Sertoli cell differentiation or fate maintenance.

To evaluate the role of glycogen synthesis in Sertoli cells, we obtained a *Ppp1r3c* conditional mouse line^29^ and generated *Ppp1r3c* conditional knockout (cKO) mice using *Nr5a1*-Cre, a Cre expressed in Sertoli cell progenitors. To confirm that deletion of *Ppp1r3c* leads to the abrogation of glycogen accumulation in Sertoli cells, we performed periodic acid-Schiff (PAS) staining, which detects the presence of polysaccharides, including glycogen, on E12.5 control or *Ppp1r3c* cKO gonads (Figure S2B). In control gonads, as expected, PAS+ staining was detected in Sertoli cells (Figure S2B), consistent with our previous results (Figure 1A). In contrast, PAS staining was absent in cKO testes, similar to results in the ovary (Figure S2B), confirming that loss of *Ppp1r3c* blocks glycogen synthesis and its accumulation. Immunofluorescence for Sertoli (SOX9) and pre-granulosa (FOXL2) cell markers indicated that loss of *Ppp1r3c* in Sertoli cells did not affect Sertoli cell differentiation (Figure 2B). These results collectively demonstrate that neither the synthesis nor the degradation of glycogen is required for Sertoli cell fate determination.

### Altered glycogen metabolism in Sertoli cells results in reduced germ cell number

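GPI inhibits glycogen phosphorylase, the enzyme that releases glucose units from glycogen. Male gonads with their mesonephros attached were taken from 5 mouse embryos at E12.5, and from each embryo 1 gonad was cultured with 75 µM GPI and the other with the vehicle, DMSO, for 48 h. The gonads were then dissected away from the mesonephros, so that RNA of the whole gonad, with every cell type in it, was measured. Each of the 10 samples gave 1 library. The authors deposited the number of read pairs counted on each of 24470 gene entries of the NCBI RefSeq Curated annotation of mm10, as raw counts without normalization.
The libraries held between 10203679 and 15590223 counts with vehicle (median 11114376) and between 11025409 and 15635322 with GPI (median 11691690). Between 16958 and 17915 genes had at least 1 count in a vehicle library, and between 17002 and 17613 in a GPI library. The 50 genes with the most counts took 22.76% to 24.04% of a vehicle library and 25.3% to 28.55% of a GPI library, and Malat1 came first in each of the 10 libraries. Reads were counted without regard to strand, so counts of overlapping genes cannot be assigned to a strand; 3379 entries (13.81%) overlap a gene on the other strand and 2042 (8.34%) overlap another on the same strand. Counts were scaled by edgeR's TMM method, whose factors ran from 1.003 to 1.0389 with vehicle and from 0.9511 to 1.0028 with GPI. Normalized counts below are counts divided by the effective library size and multiplied by its mean over the 10 libraries.
Differences between treatments were tested in 13941 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, with the mouse as a replicate block and an FDR threshold of 0.05. Without the replicate block, 3108 genes passed this threshold. To see whether gonads of 1 mouse resembled each other, each library's deviations from the mean of its treatment were correlated across genes: the 5 correlations within a mouse ran from -0.04 to 0.155 (mean 0.06), and their mean between different mice was -0.015. An exact one-sided permutation test over the 120 possible pairings gave p = 0.05. In simulated counts of the same design, 200 genes were changed, drawn only from those above a minimum mean expression. The test recovered 50.7% of genes changed by 0.5 on the log2 scale, 86.2% of those changed by 1 and 98.4% of those changed by 2. Of its 167 calls, 13 were false. Recovery among genes with fewer counts was not tested.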

To further investigate the role of glycogen breakdown in gonadal differentiation, we performed bulk RNA-seq on paired E12.5 testes cultured with 75 μM of GPI or vehicle solution for 48 h. 

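Counts were transformed by DESeq2's variance stabilizing transformation without regard to treatment, and the 500 genes with the highest variance entered a principal component analysis. PC1 held 83.94% of their variance and PC2 6.49%. The 5 GPI-treated testes had PC1 scores from 9.13 to 17.84 (mean 13.71 ± 3.4, SD) and the 5 vehicle-treated testes from -15.06 to -11.88 (mean -13.71 ± 1.28, SD). No GPI score fell in the range of the vehicle scores (exact two-sided permutation test over 252 regroupings, p = 0.00794, the smallest that 5 against 5 allow). These regroupings ignore the pairing of gonads by mouse. Swaps of treatment within mice give only 16 assignments, with which a p under 0.05 cannot be reached. On PC2, the testes of mouse M1 had the highest scores, 5.61 with vehicle and 9.06 with GPI, and those of the other mice reached at most 0.57. Of the 500 genes, 135 were upregulated and 334 downregulated at an FDR of 0.05. The choice of genes moved the share of PC1 most, to 58.39% with all tested genes in place of the 500; without mouse M1 it was 92.13%.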

A total of 5 testicular pairs were sequenced, and principal-component analysis (PCA) revealed a clear separation by treatment (Figure S3A). 

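With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3198 of the 13941 genes tested differed between GPI-treated and vehicle-treated testes, 1544 upregulated and 1654 downregulated with GPI. At an unadjusted p under 0.05 there were 4742 genes. Of the 3198 genes, 2858 changed the same way in all 5 mice; among all tested genes the share that did so was 30.54%, against 6.25% expected by chance. The median log2 fold change was 0.59 among the upregulated genes and -0.86 among the downregulated genes, and 0.02 over all tested genes. More than a 2-fold change was found in 316 upregulated and 731 downregulated genes. Tested against a fold change of 1.5 by glmTreat, which moved the count most, 878 genes passed, 256 upregulated and 622 downregulated. Without mouse M3 the number of upregulated genes was 969, and without mouse M4 it was 1024.
Among called genes with a mean of at least 50 counts per library that changed the same way in all 5 mice, the largest increase was in Cyp17a1 (Entrez Gene 13074, chromosome 19 from 46667165 to 46673000), with 112 ± 82.3 normalized counts (SD, n = 5) with vehicle and 1612 ± 747 (SD, n = 5) with GPI, a log2 fold change of 3.90 (standard error 0.29, adjusted p = 5.91e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The next were Car10 (3.68), Npy1r (3.64), Gsta2 (3.25), Sfrp4 (2.99), Myh6 (2.99), Serpina5 (2.93), Adh1 (2.91), Cyp11a1 (2.90) and Slitrk5 (2.88), each value a log2 fold change. Gsta2 belongs to a family of similar genes, and Myh6 overlaps the microRNA gene Mir208a. Among the largest decreases, Kcne3 (Entrez Gene 57442, chromosome 7 from 100176670 to 100184869) had 211 to 475 counts in the vehicle libraries and 1 to 11 in the GPI libraries and a log2 fold change of -6.80, a size set by few counts. Others were Fabp4 (-5.72), Dppa3 (-5.20), Flt1 (-5.18), Sycp1 (-5.16), Gja5 (-5.03), S100a8 (-5.01), Gimap4 (-4.99) and Trim71 (-4.82).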

Paired differential expression analysis identified 3,202 differentially expressed genes (DEGs), including 1,770 downregulated and 1,432 upregulated in the GPI-treated testes compared to controls (Figure S3B; Table S2). 

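Of the Sertoli cell markers Sox9, Dmrt1, Amh and Inhbb, 0 of 4 were called lower with GPI and 3 were called higher by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sox9 (Entrez Gene 20682, chromosome 11 from 112782210 to 112787757) had 1231 ± 214 normalized counts (SD, n = 5) with vehicle and 1848 ± 234.2 (SD, n = 5) with GPI, a log2 fold change of 0.59 (standard error 0.09, adjusted p = 0.000408), and was higher in 5 of 5 mice. Inhbb (Entrez Gene 16324, chromosome 1 from 119415465 to 119422248) had 435 ± 94.3 normalized counts (SD, n = 5) with vehicle and 664 ± 128 (SD, n = 5) with GPI, a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.00083), and was higher in 5 of 5 mice. Dmrt1 (Entrez Gene 50796, chromosome 19 from 25505706 to 25604328) had 132 ± 28.9 normalized counts (SD, n = 5) with vehicle and 198 ± 76.1 (SD, n = 5) with GPI, a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.0393), and was higher in 4 of 5 mice. Amh (Entrez Gene 11705, chromosome 10 from 80805248 to 80807648) had 128 ± 52.4 normalized counts (SD, n = 5) with vehicle and 138 ± 54.4 (SD, n = 5) with GPI, a log2 fold change of 0.08 (standard error 0.22, adjusted p = 0.842), and was higher in 3 of 5 mice, a difference smaller than the spread between replicates.
None of the 4 markers was called lower by DESeq2, by limma-voom or under the others of 13 alternatives, and the number called higher was 3 or 2; the test against a fold change of 1.5 was not run for single genes. Dmrt1 passed the threshold no longer without the replicate block, when libraries were scaled by total counts alone, or without mouse M2, M3, M4 or M5. The sign of Amh turned negative without mouse M3 (-0.12) or M4 (-0.07). At an unadjusted p under 0.05, Sox9, Dmrt1 and Inhbb were also the markers that differed. Foxl2, a marker of pre-granulosa cells, had a log2 fold change of -0.54 (standard error 0.43, adjusted p = 0.425, edgeR).
A fixed list of 15 Sertoli cell genes had a median log2 fold change of 0.59. Of these, 10 were higher and 0 lower over all genes tested, and 10 were higher when adjusted over the list alone. Its adjusted p was 5.51e-05 with camera over the 27 fixed lists, 0.0327 with fry and 0.415 with camera and a correlation estimated from the data. The 3 members with the smallest p were Sox9, Sox8 (1.43) and Mro (0.89).

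**Figure D1:**
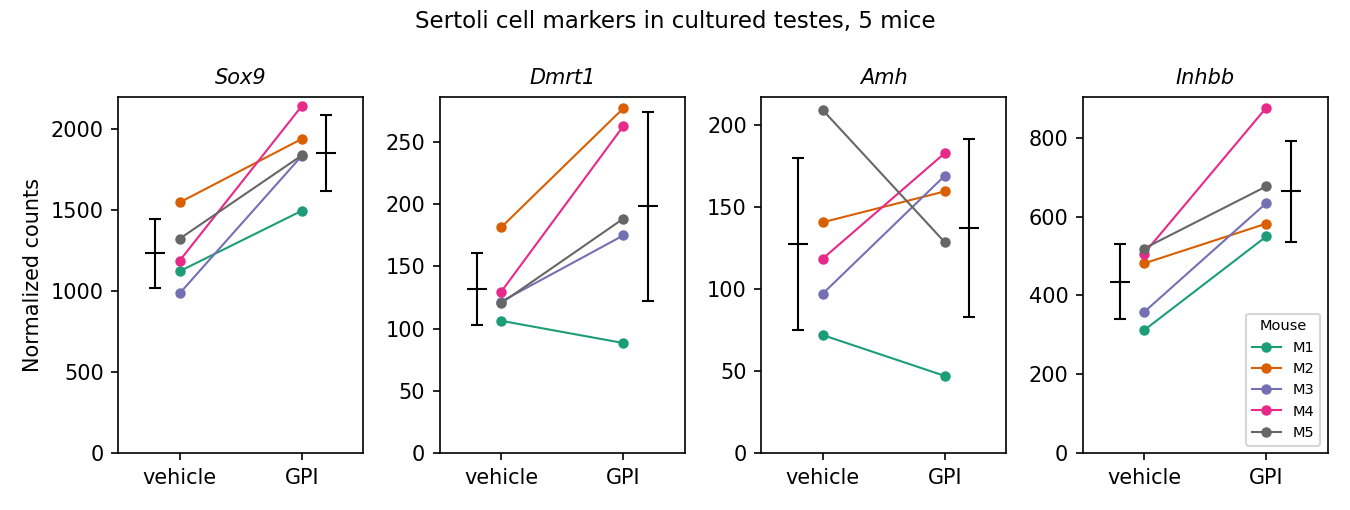
Normalized counts (vertical axes, from 0) of 4 genes in vehicle-treated and GPI-treated testes; each line joins the testes of 1 mouse (M1 to M5), and the bars beside them are the mean and SD of 5 testes. Sox9 and Inhbb are higher with GPI in 5 of 5 mice, Dmrt1 in 4 and Amh in 3.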

Consistent with our previous results, Sertoli cell key markers were not downregulated, suggesting that Sertoli cell differentiation (*Sox9* and *Dmrt1*) and function (*Amh* and *Inhbb*) were not affected upon glycogen breakdown inhibition (Figure S3B; Table S2). Pathway analysis of the upregulated genes identified lipid metabolism among the most enriched pathways (Figure 3A; Table S2), suggesting a metabolic shift from glucose oxidation to fatty acid metabolism. 

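Reactome sets with 10 to 500 tested members were compared with the 1544 upregulated genes by one-sided Fisher's exact tests, with the tested genes as background and Benjamini-Hochberg adjustment over 845 sets. In all, 27 sets were enriched at an FDR of 0.05, and the set for metabolism of lipids and lipoproteins came first. Of its 378 tested members, 108 were upregulated against 41.9 expected, a 2.58-fold enrichment (adjusted p = 1.86e-18), and 35 were downregulated. The set's median log2 fold change was 0.14. The adjusted p of Metabolism of lipids and lipoproteins was largest with camera over all tested genes, 0.00223, and smallest with all genes of 1 count or more as background, 1.29e-22. Its 3 upregulated members with the smallest p were Fdxr (1.63), Cyp17a1 and Idh1 (0.92), each value a log2 fold change.
Fixed lists of genes separate the parts of metabolism that the conclusion names. Of 13 fatty acid synthesis genes, 11 were higher with GPI and 0 lower over all genes tested, and 11 were higher when adjusted over the list alone. Their median log2 fold change was 0.70 (camera, adjusted p = 1.69e-10), with 1.06 for Fasn, 0.60 for Acaca, 1.54 for Scd1, 1.07 for Me1 and 0.77 for Elovl5; Me1 overlaps A330041J22Rik on the other strand. Of 21 fatty acid oxidation genes, 7 were higher and 1 lower, the same numbers as adjusted over the list alone. The median there was 0.23 (camera, adjusted p = 0.0101), with 0.30 for Cpt1a, 0.34 for Acadm, 0.02 for Hadha, 0.67 for Acaa2, 0.74 for Echs1 and 0.50 for Hadh; Hadha overlaps Garem2. Cpt1a and Acadm no longer passed the threshold without mouse M1, M3, M4 or M5 or when scaled by total counts alone, nor did Cpt1a without the replicate block or Acadm with the GC and length trend removed.
Among 16 glycolysis genes, 2 were higher and 9 lower, and 11 were lower when adjusted over the list alone, with a median of -0.64 (camera, adjusted p = 0.0593). Without mouse M1 the median log2 fold change of glycolysis genes was -0.92 (adjusted p = 9.15e-10), and in mouse M1 itself the median log2 ratio of GPI over vehicle was 0.46. The log2 fold changes were 0.47 for Hk2, -1.11 for Ldha, -0.89 for Pkm, 0.50 for Ldhb and -1.78 for Pfkp. Without the replicate block, Ldha, Pkm and Pfkp no longer passed the threshold. Pfkp overlaps Pitrm1. The 12 genes of the tricarboxylic acid cycle had a median of 0.08 (camera, adjusted p = 0.495), 1 of them higher and 0 lower both over all genes tested and adjusted over the list alone, with 0.07 for Cs, 0.52 for Idh3a, -0.30 for Pdha1 and 0.25 for Suclg1. Pdha1 overlaps Map3k15 on the other strand. Among the Reactome sets, Citric acid cycle TCA cycle had 3 of 18 members upregulated (adjusted p = 1), while The citric acid TCA cycle and respiratory electron transport had 30 of 130 against 14.4 expected (adjusted p = 0.00406) and Respiratory electron transport 18 of 75 against 8.31 expected (adjusted p = 0.0398). Glycolysis had 10 of 23 members downregulated against 2.73 expected (adjusted p = 0.00256). Under fry the adjusted p was 0.00412 for fatty acid synthesis, 0.00146 for fatty acid oxidation, 0.198 for glycolysis and 0.0659 for the tricarboxylic acid cycle. With a correlation estimated from the data, camera called 2 of the 27 lists, the endothelial and the extracellular matrix genes. From the enrichment of lipid metabolism among upregulated genes, the paper proposes that metabolism shifts from the oxidation of glucose toward fatty acid metabolism.

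**Figure D2:**
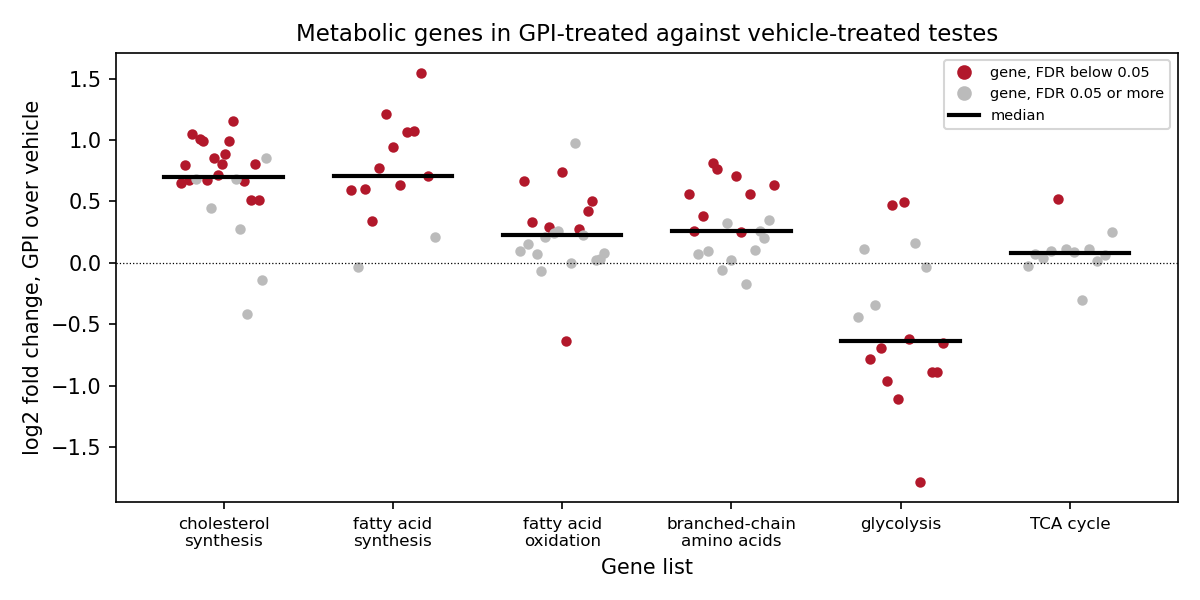
Log2 fold change of GPI over vehicle (vertical axis) of the tested genes in 6 fixed lists; each point is a gene, red at an FDR below 0.05 and grey otherwise, and black bars are medians. The medians are 0.70 for cholesterol synthesis and 0.70 for fatty acid synthesis, and -0.64 for glycolysis.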

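Among the 1654 genes downregulated with GPI, 111 of 845 Reactome sets were enriched at an FDR of 0.05 (one-sided Fisher's exact tests), with Hemostasis first. Extracellular matrix organization had rank 4, with 67 of 191 tested members downregulated against 22.7 expected and 23 upregulated, a 2.96-fold enrichment (adjusted p = 7.12e-15). A comparison of all genes against a fold change of 1.5 moved the number of enriched sets most, to 28. In a fixed list of 30 extracellular matrix genes, 21 were lower and 1 higher over all genes tested, and 23 were lower and 2 higher when adjusted over the list alone. The list's median log2 fold change was -0.50 (camera, adjusted p = 6.18e-14), and it passed the threshold under fry and with an estimated correlation as well. Col4a1 (Entrez Gene 12826, chromosome 8 from 11198423 to 11312826) had 7180.0 ± 1053 normalized counts (SD, n = 5) with vehicle and 2659.8 ± 144 (SD, n = 5) with GPI, a log2 fold change of -1.42 (standard error 0.09, adjusted p = 1.3e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; it overlaps Col4a2 on the other strand. The other log2 fold changes were -0.48 for Col1a1, -0.27 for Fn1, -1.28 for Lama4 and -1.20 for Nid1, each lower in 5 of 5 mice.
Of 28 germ cell genes in a fixed list, 16 passed the low-count filter and were tested. Of these, 13 were lower with GPI and 0 higher over all genes tested, 14 were lower when adjusted over the list alone, and 12 were lower in all 5 mice. Their median log2 fold change was -2.88, so that the median gene stood at 13.6% of its level with vehicle. The adjusted p was 1.43e-13 with camera, 0.00241 with fry and 0.149 with camera and an estimated correlation. Ddx4 (Entrez Gene 13206, chromosome 13 from 112598333 to 112652310) had 240.3 ± 107 normalized counts (SD, n = 5) with vehicle and 37.7 ± 27.5 (SD, n = 5) with GPI, a log2 fold change of -2.72 (standard error 0.45, adjusted p = 0.000515) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was lower in 5 of 5 mice. Further log2 fold changes were -4.62 for Dazl, -4.89 for Sall4, -5.20 for Dppa3 and -5.16 for Sycp1. Pou5f1 was set aside by the low-count filter, with 17.5 ± 10.0 normalized counts (SD, n = 5) with vehicle and 0.6 ± 1.0 (SD, n = 5) with GPI. A filter of at least 10 counts in every library, which removes genes that fall to few counts, moved the median log2 fold change of germ_cell genes, as the list is called, to -0.93 (adjusted p = 0.0866); without mouse M1 it was -4.18. From its own pathway analysis of downregulated genes, the paper states that genes of the extracellular matrix and of germ cell development are impaired.

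**Figure D3:**
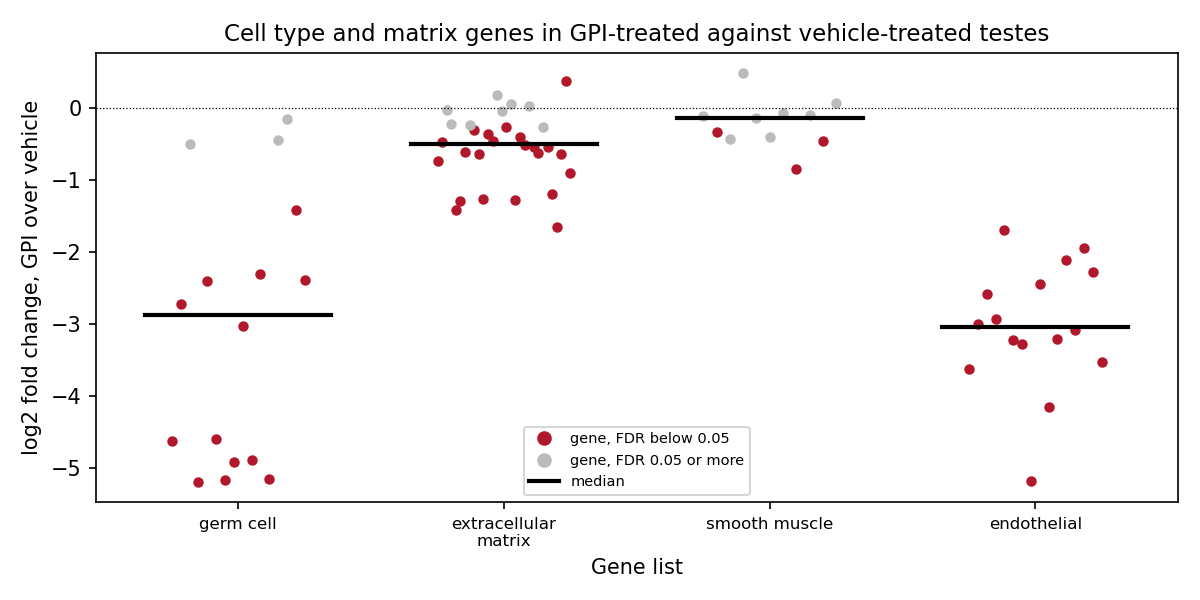
Log2 fold change of GPI over vehicle (vertical axis) of the tested genes in 4 fixed lists; each point is a gene, red at an FDR below 0.05 and grey otherwise, and black bars are medians. The medians are -2.88 for germ cell genes, -0.50 for extracellular matrix genes, -0.15 for smooth muscle genes and -3.04 for endothelial genes.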

Pathway analysis of the downregulated genes identified an impairment of genes involved in extracellular matrix organization and in germ cell development (Figure 3A). To determine whether these transcriptional changes in germ cell gene expression reflected changes in germ cell numbers, we performed whole-mount immunofluorescence for the pan-germ cell marker DDX4 (Figure 3B) and quantified the germ cell numbers in control and GPI-treated testes (Figures 3B and 3C). GPI-treated testes exhibited a significant reduction in germ cell number, with an average of 91% fewer germ cells, compared with the control (Figures 3B and 3C), suggesting that glycogen degradation in Sertoli cells is essential for controlling germ cell number of the gonad.

As the GPI treatment targets all gonadal cells, the role of Sertoli-specific glycogen metabolism in gonadal differentiation was evaluated using our mouse cKO model in which *Ppp1r3c* is deleted specifically in Sertoli cells. Bulk RNA-seq in control and *Ppp1r3c* cKO E12.5 testis (Figure S3C) and differential expression analysis identified 111 DEGs, 57 upregulated and 54 downregulated (Figure S3D; Table S3). Notably, *Ppp1r3c* was the top downregulated gene, with a 76.8% reduction, confirming a robust gene knockout (Figure S3D). Consistent with our previous results, Sertoli cell key markers were not significantly modulated, suggesting that Sertoli cell differentiation (*Sox9* and *Dmrt1*) and function (*Amh* and *Inhbb*) were not affected upon inhibition of glycogen deposition (Figure S3D; Table S3). Pathway analysis of the differentially upregulated genes revealed enrichment in carbohydrate metabolism pathways, suggesting either a compensatory metabolic response to glycogen loss or possibly more available glucose in the absence of glycogen reservoirs (Figure 3D; Table S3). Interestingly, and consistent with our inhibitor results, downregulated genes were associated with germ cell functions, including piRNA processing and meiosis (Figure 3D). To identify which gonadal cell population was most affected by Sertoli cell-specific *Ppp1r3c* deletion, we assessed the expression patterns of the 54 downregulated genes from our bulk RNA-seq analysis within our mouse gonadal single-nucleus RNA-seq dataset.^28^ Notably, almost all downregulated genes (50/54) showed enriched expression in germ cell-specific clusters (Figure S3E), indicating that the transcriptional changes observed in our bulk analysis primarily reflect an impact on the germline. To determine whether these transcriptional changes in germ cell gene expression reflected changes in germ cell numbers, we performed whole-mount immunofluorescence using the germ cell-specific antibody TRA98^30^ (Figure 3E) and quantified germ cell numbers in control and *Ppp1r3c* cKO testes (Figure 3F). While germ cell numbers were comparable between control and cKO gonads at E11.5 (Figures 3E and 3F), by E12.5, a significant reduction of germ cell number was observed in *Ppp1r3c* cKO testes (Figures 3E and 3F). However, by E13.5, as glycogen deposition declined in Sertoli cells (Figure 1A), germ cell numbers recovered (Figures 3E and 3F). Taken together, these findings suggest Sertoli cell glycogen deposits are utilized by germ cells to populate the fetal testis during a transient window of development.

### Sertoli and germ cells are metabolically coupled through the lactate shuttle

As their name suggests, supporting cells play a crucial role in nourishing the germline, raising the possibility that Sertoli cells and germ cells are metabolically coupled. Because lactate is a common product of glycogen breakdown^31^ and because meiotic and post-meiotic germ cells in the adult testis rely on lactate provided by Sertoli cells,^14-18^ we investigated whether this system might underlie the effects of glycogen loss on germ cell numbers.

As our findings suggest that Sertoli cells break down their stored glycogen to fuel the germline, we hypothesized that glycogen is oxidized into lactate. Indeed, both inhibition of glycogen breakdown using GPI and inhibition of glycogen synthesis in the *Ppp1r3c* cKO model resulted in an approximately 40% reduction in intracellular lactate levels in embryonic testes (Figures 4A and 4B), strongly suggesting that lactate is a significant by-product of glycogen breakdown in early Sertoli cells.

Lactate moves between cells through the exporter MCT4 (*Slc16a3*) and the importer MCT1 (*Slc16a1*), also known as the lactate shuttle. To determine whether lactate produced in Sertoli cells could be transported into the germ cells through this shuttle, we examined the presence of MCT4 and MCT1 proteins by immunofluorescence and found that the lactate exporter (MCT4) was predominantly present in SOX9-positive Sertoli cells, whereas the importer (MCT1) was found in germ cells (Figure 4C). These data indicate that the machinery to transport lactate from Sertoli to germ cells is in place and support the notion of metabolic coupling between these cell populations during fetal development.

To investigate whether this metabolic coupling is required for germ cell survival, we injected a dual MCT1 and MCT4 inhibitor (syrosingopine)^32^ or vehicle solution into pregnant female mice at the onset of embryonic sex determination (E10.5 and E11.5) and examined the testes from the XY embryos at the height of glycogen deposition (E12.5) (Figure 4D). Syrosingopine treatment *in vivo* did not affect Sertoli cell fate; however, the number of HuC/D+ germ cells^33^ significantly decreased (Figures 4D and 4E). This result phenocopied the glycogen depletion results (Figure 3), consistent with a model in which glycogen is metabolized into lactate in Sertoli cells and then transported to germ cells through the lactate shuttle during this pivotal window of testis differentiation.

### The decreased germ cell numbers due to inhibition of glycogen breakdown cannot be rescued by providing exogenous lactate or glucose

Based on the result that inhibition of glycogen degradation resulted in lower levels of lactate (Figures 4A and 4B), we wondered if exogenous lactate could rescue germ cell loss in GPI-treated gonads. To test this hypothesis, we cultured embryonic testes with either GPI (75 μM) or GPI (75 μM) plus sodium lactate (25 mM) (Figures S4A and S4B). Consistent with our previous results, treatment with GPI alone led to a reduction of germ cell number (Figure S4E). Contrary to our expectations, supplementation of GPI-treated gonads with an exogenous supply of lactate (25 mM sodium lactate) failed to rescue the germ cell phenotype (Figures S4A, S4B, and S4E), suggesting that lactate cannot fully compensate for the inhibition of glycogen breakdown. One possible explanation is that germ cells, which are closely surrounded by Sertoli cells and enclosed in the center of testis cords, do not have direct access to extracellular lactate. Because Sertoli cells do not express the lactate importer, they cannot act as intermediaries in its uptake and distribution. To evaluate if glucose could be used as a source for lactate generation in Sertoli cells, bypassing glycogen degradation, we cultured the embryonic testes with either GPI or GPI with 25 mM of D-glucose (Figures S4C-S4E). Despite a small, but non-significant, increase in germ cell number (Figure S4D), glucose supplementation, similar to lactate supplementation, failed to lead to normal germ cell numbers (Figures S4C-S4E).

Overall, these findings suggest that Sertoli cells accumulate glycogen and break it down within a transient developmental window to support germ cell survival, as neither Sertoli cells nor germ cells can rely on external sources of carbons, such as glucose and lactate, during this period. This reveals a metabolic pairing during a sensitive period of testicular development that could have long-term effects on male fertility.^34-36^

## DISCUSSION

As glycogen deposition is one of the earliest recognized sexual dimorphisms during mouse gonadal sex differentiation,^25^ it has been an open question whether glycogen directly impacts the differentiation process of the male gonad. Here, we found that neither glycogen synthesis nor its breakdown is required for SOX9 expression, Sertoli cell differentiation, or testicular cord formation. This was unexpected, given previous findings that high extracellular glucose is essential for SOX9 expression and testicular differentiation,^26^ suggesting that glucose derived from glycogen stores and glucose acquired through uptake may have different metabolic fates during early gonadal development.

Disrupting glycogen metabolism in embryonic Sertoli cells, through an organ culture or genetic approach, significantly reduced the number of testicular germ cells. We investigated whether this phenotype could be explained by loss of lactate, a common product of glycogen breakdown and a known nutrient for adult spermatogonia.^14,31^ We found that levels of lactate are reduced when either deposition or breakdown of glycogen is blocked. Furthermore, blocking lactate intercellular transport *in vivo* phenocopies the germ cell loss phenotype we observed when glycogen was depleted. These findings support the model that lactate derived from compartmentalized glycogen in Sertoli cells is an essential metabolite for germ cell survival.

Matoba et al. identified and characterized the sex-specific glycogen accumulation in the developing testis using PAS staining.^25^ A PAS+ signal was first detected between E11 and E11.5 (14–18 ts), coinciding with the expression of SOX9 in Sertoli cells.^25^ Interestingly, when we used a glycogen-specific antibody,^27^ we were unable to detect a glycogen signal in SOX9+ E11.5 testis, despite robust staining in the notochord. These differences could be attributed to different factors, including strain-specific developmental timing (outbred ICR vs. inbred C57BL/6)^37^ or differences in sensitivity and specificity between the two glycogen detection methods. While PAS staining lacks specificity, detecting a range of polysaccharides, including glycogen, it can identify glycogen precursors such as unbranched glucose chains, which may not be recognized by the antibody. Consequently, while PAS staining is likely more sensitive for detecting early or precursor forms of glycogen, antibodybased detection offers greater specificity for mature glycogen, highlighting the value of combining both approaches to capture the dynamics of glycogen accumulation during early testicular development.

Two orthogonal methods, the *in vitro* chemical inhibition of glycogen degradation (GPI inhibitor) and the *in vivo* cKO of *Ppp1r3c* (an enzyme required for glycogen deposition), were used here to interrogate the role of glycogen during sex determination. Although these two approaches examined the same questions from different angles, together they provide a broader understanding of the function of stored glycogen during testis differentiation. For example, stopping glycogen breakdown may trap essential glycolytic metabolites while allowing normal function of glycogen branching machinery. Conversely, stopping glycogen buildup impairs normal glycogen branching machinery but does not lock limited glucose into glycogen deposits. By combining these two methods, we can be more confident that the phenotypes are not secondary to the reduced systemic metabolic input or altered metabolic signaling.

Metabolic coupling similar to that which we characterized between fetal Sertoli and germ cells is also observed in other systems. In the central nervous system, astrocytes, which are essential for the blood-brain barrier formation and maintenance, take up glucose from capillaries to replenish their glycogen storage, which can be rapidly turned over to lactate and exported through the lactate shuttle when neurons require energy.^31,38-41^ Similarly, postnatal Sertoli cells establish the blood-testis barrier and appear to stockpile glycogen and convert it to lactate as a source of energy for germ cells.^42-48^ However, a role for metabolic coupling between Sertoli cells and early germ cells in the fetal testis had not been explored previously. We discovered that the metabolic interplay between supporting cells and germ cells occurs as soon as germ cells arrive at the fetal testis. Interestingly, this developmental period coincides with the differentiation window when male germ cells switch from glycolytic metabolism to oxidative phosphorylation.^49,50^ It is likely that lactate derived from glycogen degradation in Sertoli cells could act as a key enabler of this switch *in vivo*, as lactate allows an expedited metabolic path to oxidative phosphorylation without the energetic requirements of glycolysis. Directly testing this hypothesis will be necessary to determine the full mechanism of Sertoli cell-directed male germ cell metabolic reprogramming.

It is unclear if germ cell recovery is due to the successful completion of a metabolic switch in germ cells or the enhanced availability of nutrients once Sertoli cells have completed the high-energy demands of cord formation. Moreover, although we detect a recovery of germ cell number when glycogen synthesis is perturbed, our current data do not allow us to determine whether these remaining cells are developmentally normal and capable of completing spermatogenesis and generating functional gametes. Due to the lack of an appropriate genetic model system, we were unable to assess whether germ cell loss caused by lactate transport inhibition also recovers over time. Future research is necessary to resolve these limitations. Recent evidence in *Drosophila melanogaster* parallels our findings in the fetal mouse, showing that adult Sertoli cells shuttle lactate to germ cells to support their survival.^51^ The fact that such a mechanism is observed in two evolutionarily distant species suggests that lactate-mediated metabolic coupling between support cells and the germline is a conserved requirement for fertility.

Chemical inhibition of glycogen degradation led to a significant reduction in available intracellular lactate, impairing the ability of cells to meet germ cell demands. Given this deficit, it was expected that exogenous supplementation with glucose (product of glycogen degradation) or lactate would bypass the need for glycogen-derived energy.^31,52^ Surprisingly, supplementation with either lactate or glucose failed to rescue the germ loss phenotype. These findings suggest that glycogen accumulation is essential to support a critical developmental window during which neither Sertoli nor germ cells can rely on external carbon sources. Notably, the developing testis undergoes major structural changes during the period of active glycogen metabolism (E11.5–E13.5),^19^ including an extensive vascular remodeling and testis cord formation.^53,54^ The morphological reorganization of the XY gonad likely imposes high energy demands, prompting Sertoli cells to use compensatory mechanisms, such as glycogen storage and compartmentalization, to simultaneously support the metabolic needs of developing male germ cells. Male germ cells clonally proliferate, differentiate, and die during this temporally constrained period, yielding a selected cohort that ensures fertility in adulthood.^34,35^ It is unclear whether metabolic deficits or the delay in germ cell incorporation into the gonad during this developmental period disrupts the timing of germ cell differentiation. It has been suggested that disruptions in germ cell differentiation result in lasting impacts on stemness and fertility. Abnormal germ cells are thought to serve as precursors for most testicular cancers,^55^ and accumulating evidence suggests that these tumors exhibit distinct metabolic features, including enhanced glycolytic activity.^56-58^ Future studies will be needed to determine whether metabolic perturbations in germ cells contribute to tumorigenesis.

Together, these results provide a compelling example of the emerging field of metabolofertility,^59^ highlighting a critical window of metabolic sensitivity during which male germ cells depend on lactate derived from Sertoli cell glycogen stores to populate the newly forming testis cords. This work adds to a growing body of evidence linking metabolism and fertility, demonstrating how metabolic status, pathways, and intercellular metabolite exchange influence reproductive function across multiple levels, including gametogenesis.

### Limitations of the study

While we observe reduced lactate production upon perturbation of glycogen metabolism and show that lactate transport is required for germ cell maintenance, we are unable to directly determine whether lactate derived specifically from glycogen metabolism is required for germ cell survival. Moreover, although germ cell numbers recover following disruption of glycogen synthesis, our data do not address whether these cells are developmentally normal or capable of completing spermatogenesis. In addition, due to the lack of an appropriate genetic model, we could not assess whether germ cell loss caused by inhibition of lactate transport recovers over time. Similarly, the use of a pharmacological inhibitor to target *ex vivo* all three PYG enzymes may also affect non-Sertoli cell types. Future studies using cell-specific genetic approaches will be required to address these limitations.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Animals

C57BL/6J mice were purchased from Jackson Laboratory (stock number 000664). *Nr5a1-Cre* mice (B6D2-g(Nr5a1-cre)2Klp) were generated by Keith Parker and maintained on a C57BL/6 background.^61^ *Ppp1r3c* floxed mice^29^ were obtained from the Saltiel Lab at UCSD and maintained on a C57BL/6 background.

Pairs were set up overnight and females were screened for the presence of vaginal plug the next morning (E0.5). Embryos were staged by tail somite number upon embryonic harvest. For genotyping, DNA was isolated from individual embryos by overnight tissue dissociation in proteinase K, followed by 70% isopropyl alcohol precipitation. Genotyping was performed by PCR and subsequent agarose gel electrophoresis. (*Ppp1r3c*: CCTTTATAGTTGGACCTGTCATGG, TCTACAGTCTAGCTCTGTGCTTGG, expected band size: 656bp wildtype *Ppp1r3c*, 741bp floxed *Ppp1r3c*; *Nr5a1-Cre*: GAACCTGATGGACATGTTCAGG, AGTGCGTT CGAACGCTAGAGCCTGT, expected band size: 320bp; Sex genotyping: TCATGTCCATCAGGTGATGG, CAATGTGGACCATGA CATTG, ATGGACACAGACATTGATGG, expected band size: 420bp *utx*, 288 bp *uty*).

All animal procedures at the National Institute of Environmental Health Sciences were approved by NIEHS Animal Care and Use Committee and are in compliance with a NIEHS-approved animal study proposal (2010-0016). At Duke University Medical Center, all mice were housed in accordance with National Institutes of Health guidelines and the approval of the Duke University Medical Center Institutional Animal Care and Use Committee (A089-20-04 9N).

### METHOD DETAILS

#### GPI gonadal cultures

Individual gonadal cultures were performed using a modified version of the agar gonad culture method.^62^ Agar slabs suitable for 48-well plates were generated using newly designed 3D-printed molds (Figure S4F). Briefly, 150 mg of BactoAgar (214010, Difco Labs) was dissolved in 10 mL of complete media, consisting of 10% heat-inactivated fetal bovine serum (16140071, Gibco), 1X Penicillin-Streptomycin (P0781, Sigma-Aldrich) in 1X phenol red-free DMEM/F12 (1:1) (21041-025, Gibco). The solution was microwaved in 5 s intervals until fully dissolved. Then, 90 μL of the agar solution was added to each mold and solidified agar slabs were transferred to a 48 well plate.

Individual paired gonad-mesonephros complexes were isolated from E12.5 C57BL/6 mouse embryos in cold PBS. Gonads were transferred to the agar slabs containing 180 μL of complete media supplemented with either CP 316819 inhibitor (GPI) (PZ0189, Sigma-Aldrich) at the desired concentration or vehicle solution (DMSO). Gonads were cultured for 48 h at 37°C in 5% CO2, replacing 100 μL of fresh media with an inhibitor or vehicle every 24 h. Cultured gonad-mesonephros complexes were imaged in a Leica MZ16 Stereo Microscope with a Leica MC190 HD Microscope Camera. For rescue experiments, media was supplemented with 25 mM of Sodium L-Lactate (L7022, Sigma-Aldrich) or 25 mM of D-glucose (4912-12, Macron Chemicals).

#### Immunofluorescence and histological analyses

C57BL/6 fetal gonad–mesonephros complexes were fixed in 4% PFA overnight at 4°C. Samples were then washed in PBS, stored at 4°C in 70% ethanol and paraffin embedded. 5 μm paraffin sections were dewaxed and rehydrated. Cultured gonads were collected and fixed in 4% PFA overnight at 4°C. Samples were washed in PBS and cryo-protected in 30% sucrose, blocked in OCT and snap frozen. 10 μm frozen sections were cut. Paraffin sections and cryosections were subjected to citrate-based antigen retrieval (Vector Labs, H-3300-250). Samples were transferred to the Sequenza manual immunohistochemistry system, blocked and permeabilized in 0.1% Triton X-100 in 1X PBS with 5% normal donkey serum for 1h at RT. Slides were incubated with primary antibodies diluted in blocking buffer at 4°C overnight. Samples were then washed and incubated with secondary antibodies diluted in blocking buffer at room temperature for 1h. Slides were washed and autofluorescence was quenched using the TrueView Autofluorescence Quenching Kit (Vector Labs, SP-8400). Samples were counterstained with DAPI (Invitrogen, D1306) and mounted using ProLong Diamond Antifade Mountant (Invitrogen, P36970). Imaging was performed on a Zeiss LSM 900 confocal microscope using Zen software. Brightness and contrast of images were adjusted using FIJI.^60^

For *Ppp1r3c* mice, gonad–mesonephros complexes were dissected in PBS and fixed in 4% PFA for 30 min rocking at room temperature, then dehydrated in an increasing methanol series for long-term storage at −20°C. Samples for cryo-sectioning were gradually rehydrated, cryoprotected through a sucrose gradient (10%, 15%, 20%, and 30%), embedded in OCT and moved to −80°C for a minimum of 12 h before cryo-sectioning. Blocks were serially sectioned at 10–16 μm and placed on slides that were stored at −20°C until ready to use. For immunostaining, sections were rehydrated in PBS, permeabilized in PBST (0.1% Triton X-100), and blocked for 1 h at room temperature (PBS 0.1% Triton X-100, 3% BSA, 10% horse serum). Sections were incubated in primary antibodies diluted in blocking solution at 4°C overnight. Following three 10-min washes in PBS 0.1% Triton X-100, sections were incubated for 2 h at room temperature with DAPI and secondary antibodies diluted in blocking solution. Following three 10-min washes in PBST, slides were mounted for imaging with polyvinyl alcohol mounting solution and stored at 4°C. Sections were imaged using the Andor Dragonfly Spinning Disk confocal microscope.

#### Periodic acid schiff (PAS) staining

The PAS staining protocol was adapted for use on cryo-sectioned tissue. Briefly 10–16 μm sections were transferred to superfrost PLUS slides and stored at −20°C until use. Using a pap pen to contain liquid, a 0.5% Periodic acid solution was added to each slide for 5 min at room temperature. Each slide was rinsed 3 times in dH_2_0 and Schiff’s solution was added and incubated for 15 min at room temperature. Each slide was rinsed 3 times in lukewarm tap water and dehydrated in a 25%, 65%, and 100% ethanol gradient. All sectioned samples were mounted in Polyvinyl Alcohol mounting media using #1.5 coverslips and sealed with nail polish. Stained sections were brightfield imaged using an Zeiss axio imager upright microscope.

#### Whole-mount immunofluorescence

Cultured gonads were collected, fixed in 4:1 methanol:DMSO and stored at −20°C for at least 24hs. Samples were washed with 50% methanol diluted in 1X PBS for 30 min at room temperature, followed by 3 one-hour washes with blocking solution (10% donkey serum and 1% Triton in 1X PBS) at room temperature. Samples were incubated overnight at 4°C in blocking solution containing primary antibodies. After primary incubation, samples were washed 3 times with blocking buffer for 1 h each at 4°C and incubated with secondary antibodies in blocking solution overnight at 4°C. Samples were dehydrated by 1-h washes in increasing methanol concentrations (25%, 50%, 75% with DAPI, and 100%). Tissues were cleared with 1:2 benzyl alcohol:benzyl benzoate (BABB) for at least 24 h and imaged on a Zeiss LSM 900 confocal microscope using Zen software.

For *Ppp1r3c* mice, gonad–mesonephros complexes were dissected in PBS and fixed in 4% PFA for 30 min rocking at room temperature, then taken up a methanol gradient to 100% MeOH for long-term storage at −20°C. After gradual rehydration into PBS, tissues were permeabilized in PBS 0.1 to 0.5% Triton X-100 for 1 h at room temperature and transferred into blocking solution (PBS 0.1 to 1% Triton X-100, 3% BSA, 10% horse serum) for 2 h. Samples were incubated with primary antibodies diluted in blocking solution overnight at 4°C. Following three 30-min washes in PBS 0.1 to 1% Triton X-100, tissues were incubated with secondary antibodies and DAPI diluted in blocking solution overnight at 4°C. Tissues were washed three times in PBS/Triton X-100 for 1 h at room temperature, mounted for imaging in 2% Agarose in Cubic R2 clearing media^63^ and stored at 4°C until imaging on the Andor Dragonfly Spinning Disk confocal microscope. For gonad samples ranging from E11.5-E12.5, the concentration of Triton X-100 was 0.5%, while for samples from E13.5 and above, the concentration was increased to 1%.

#### RNA extraction

Vehicle and GPI treated gonads were manually dissected from the mesonephros and RNA was extracted from each vehicle and GPI treated gonadal pair for a total of 5 paired samples. Two E12.5 gonadal pairs (control or Ppp1r3c cKO) were pooled per sample, for a total of 3 samples per group. RNA was extracted using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, KIT0204). Samples were dissociated in 100 μL of extraction buffer with a microtube homogenizer and incubated at 42°C for 30 min, then frozen at −80°C for at least one hour. RNA was precipitated with 100 μL of 70% ethanol and loaded into a pre-conditioned column. Samples were subjected to DNA removal using the RNase-Free DNase Set (Qiagen, #79254). Samples were eluted in 12 μL of elution buffer. RNA was quantified using Qubit RNA High Sensitivity kit (Q32852, ThermoFisher Scientific). RNA quality was assessed using High Sensitivity RNA or RNA ScreenTape assay, in a TapeStation (Agilent).

#### RNA sequencing

For paired vehicle and GPI treated samples, libraries were made using Tecan’s Ovation RNA-Seq System V2 followed by Tecan’s Celero EZ DNA-Seq. For control or Ppp1r3c cKO samples, 250 ng of RNA were used for libraries preparation using the TruSeq Stranded mRNA Library Prep protocol (Illumina, #20020594). Libraries were prepared and sequenced by the NIEHS Epigenomics and DNA Sequencing Core as paired-end 151-mers on an Illumina NextSeq 500 instrument.

#### RNA-seq analysis

Read pairs were mapped to the mm10 reference genome via STAR v2.5.1b^64^ with parameters“–outSAMattrIHstart 0 –outFilterType BySJout –alignSJoverhangMin 8 –limitBAMsortRAM 55000000000 –outSAMstrandField intronMotif –outFilterIntronMotifs RemoveNoncanonical”. Counts per gene were determined via featureCounts (Subread v1.5.0-p1)^65^ with parameters“-s2 -Sfr -p” for the Ppp1r3c dataset (reverse-stranded libraries) or with parameters“-s0 -Sfr -p” for the GPI dataset (unstranded libraries). Evaluated gene models were taken from the NCBI RefSeq Curated annotations as downloaded from the UCSC Table Browser on April 21 2021. DESeq2 v1.42.0^66^ was used for principal component analysis and identification of differentially expressed genes (threshold set at FDR 0.05); for the GPI dataset, the individual mouse identifier is included as a variable in the design formula to account for sample pairing. 

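With DESeq2 1.42.0 run on the deposited counts with the mouse in the design, 3204 genes passed an FDR of 0.05, 1434 upregulated and 1770 downregulated. Of the 3198 genes called by edgeR, 2971 were among them, and 0 of the shared genes had the opposite sign. limma-voom called 3287 genes, 3170 of them shared with edgeR and 0 with the opposite sign. Without the mouse in the design (no replicate block), edgeR called 3108 genes, of which 2922 were shared.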

Gene ontology and pathway analysis were analyzed using Enrichr^67-69^ and graphed using R studio.

#### Single-cell RNA-seq data mining

Dataset for this analysis was taken from Chen et al.,^28^ with Dot Plot generated as part of the ShinyCell package (v. 2.1.0).^70^ Differentially expressed genes (DEG) between male and female somatic clusters were determined using the“FindMarkers” function in Seurat (v. 4.3.0)^71^ based on the Wilcoxon Rank-Sum test with adjusted *p*-value <0.05.

#### Lactate measurement

Lactate concentration was measured using the Lactate-Glo Assay (J5021, Promega). Briefly, single cultured gonads or E12.5 *Ppp1r3c* control or cKO gonadal pairs were dissected from the mesonephros, snap-frozen on dry ice and stored at −80°C until processing. For sample preparation, each sample was homogenized in 50 μL of homogenization buffer (50mM Tris, pH 7.5) and 6.25 μL of inactivation solution (0.6N HCl) using a microtube homogenizer. Immediately after homogenization, 6.25 μL of neutralization solution (1M Tris base Trizma) was added. Protein concentration was determined using 10 μL of the sample with the Qubit Protein Assay (Q33211, ThermoFisher Scientific). For lactate detection, 50 μL of the processed sample was mixed with 50 μL of freshly prepared lactate detection reagent and incubated at room temperature for 60 min. A standard curve was generated using serial dilution of lactate, starting at 200 μM, to interpolate lactate concentration from the samples. Luminescence was recorded using the Promega GloMax Discoverer microplate reader (GM3000, Promega). Lactate concentration per sample was determined by interpolation in the standard curve and normalized to protein content. Data visualization and statistical analysis (two-tailed *t* test) was performed using GraphPad Prism.

#### Syrosingopine treatment *in vivo*

Five milligrams of Syrosingopine (medchemexpress, CAS: 84-36-6, CAT: HY-N4115) dissolved in corn oil was injected intraperitoneally into C57BL/6 pregnant mothers once on E10.5 and again on E11.5. Control mice were injected with vehicle (DMSO in corn oil) at the same time points. E12.5 gonad-mesonephros complexes were collected and processed for whole mount immunofluorescence.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### PPP1R3C MFI quantification

PPP1R3C mean fluorescence intensity (MFI) was quantified from E11.5, E12.5, and E13.5 male and female gonadal sections using FIJI. The gonadal area, excluding the surface epithelium, was defined as the region of interest (ROI), and the mean fluorescence intensity was measured for each sample. For each developmental stage, values were normalized to the corresponding female mean. Data visualization and statistical analysis (multiple two-tailed t-tests) were performed in GraphPad Prism.

#### Germ cell number quantification

Germ cell number in cultured gonads was quantified using FIJI on whole mount samples stained with DDX4 immunofluorescence.^60^ For *Ppp1r3c* mice, germ cells were quantified using FIJI and an in house trained CellposeSAM model^72^ by segmenting TRA98 positive cells in subsequent 10 μm maximum intensity projection through each whole mount gonad. For Syrosingopine treated gonads the HuC/D positive germ cells^33^ were counted by hand in FIJI following the same 10um projection paradigm. Data visualization and statistical analysis (two-tailed *t* test) and one-way ANOVA was performed using GraphPad Prism.

## Supplementary Material

1

2

3

4

Supplemental information can be found online at https://doi.org/10.1016/j.celrep.2026.117069.

## Figures and Tables

**Figure 1.**
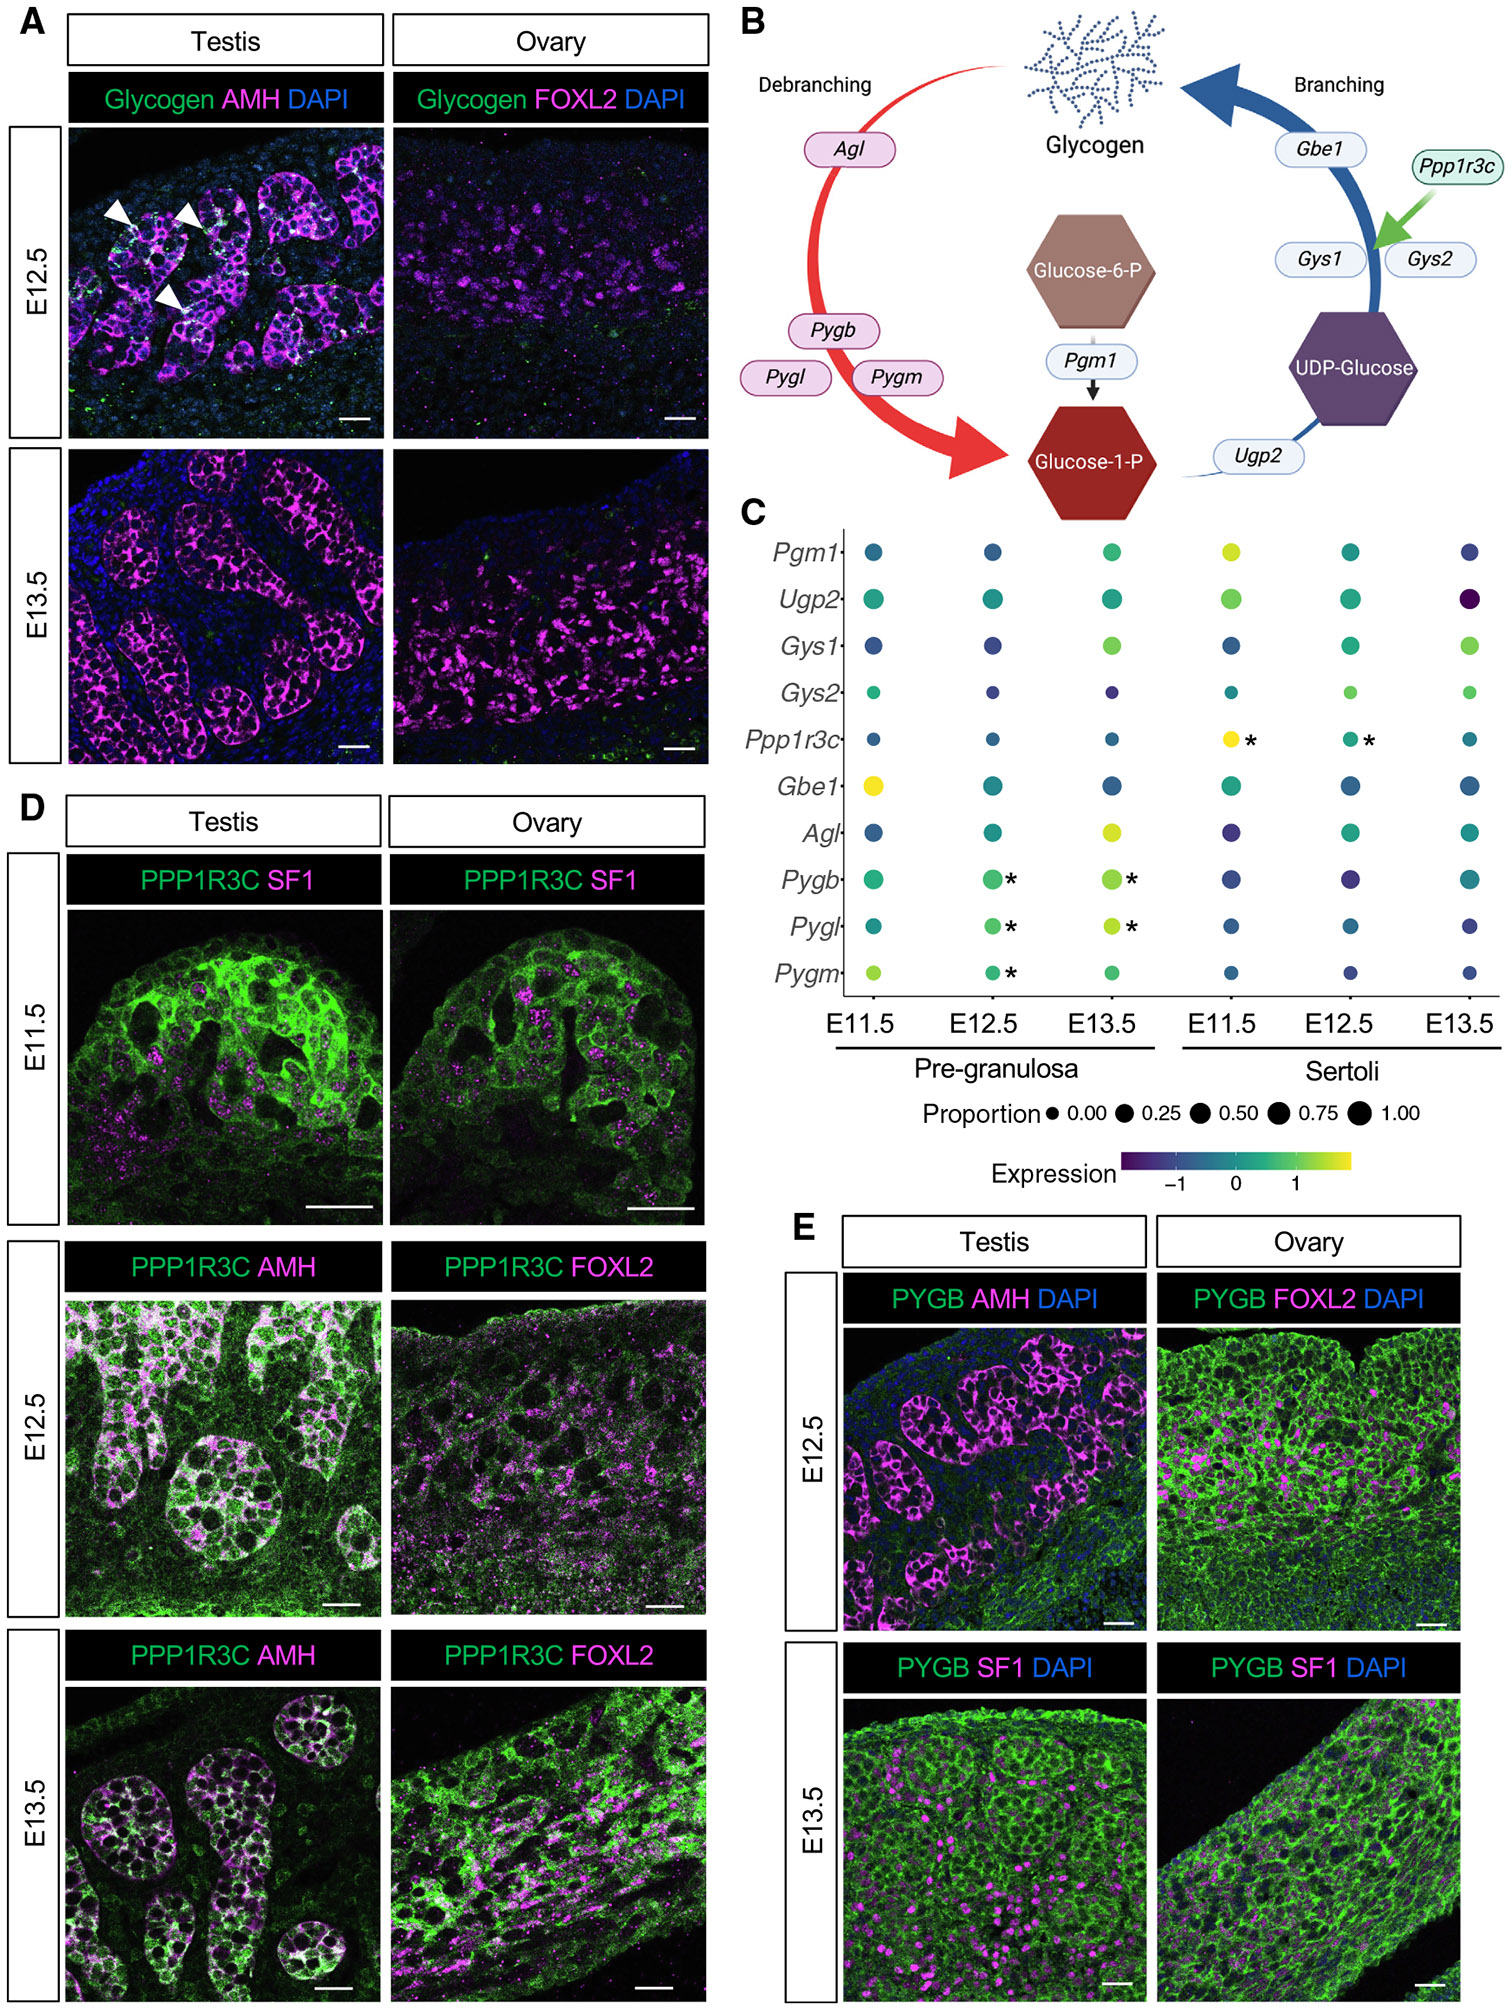
Differential glycogen metabolism results in Sertoli cell-specific accumulation (A) Immunofluorescence for glycogen (green) and male (AMH) or female (FOXL2) supporting cell markers (magenta) in E12.5 and E13.5 gonads. White arrowheads indicate glycogen deposition in Sertoli cells at E12.5. Samples were counterstained with DAPI (blue). Scale bars: 50 μm. (B) Schematic representation of the glycogen synthesis (right) and glycogen degradation (left) pathways (created with BioRender.com). (C) Dot plot representation of the expression of glycogen-pathway-related genes in male (right) and female (left) supporting cells at different developmental timepoints. *Adjusted *p* value (adj*p*) < 0.05, Wilcoxon rank sum test. (D) Immunofluorescence for PPP1R3C (green) and supporting cell marker SF1, AMH, or FOXL2 (magenta) in transverse (E11.5) or longitudinal (E12.5 and E13.5) gonadal sections. Scale bars: 50 μm. (E) Immunofluorescence for PYGB (green) and supporting cell marker SF1, AMH, or FOXL2 (magenta) in E12.5 and E13.5 gonads. Samples were counterstained with DAPI (blue). Scale bars: 50 μm.

**Figure 2.**
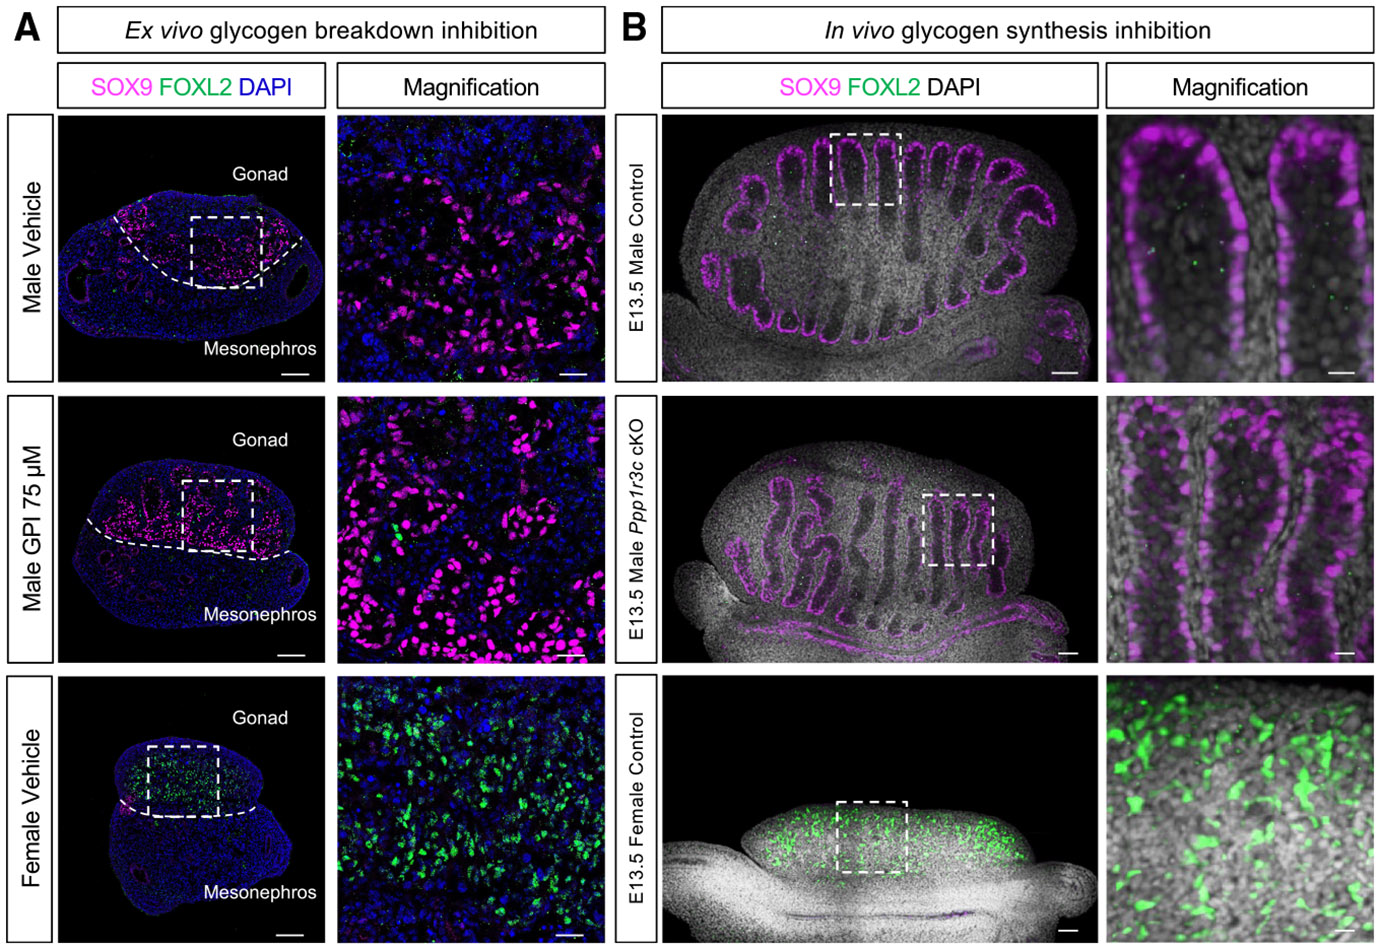
Glycogen is not required for Sertoli cell differentiation (A) Immunofluorescence for the Sertoli cell marker SOX9 (magenta) and pre-granulosa cell marker FOXL2 (green) in E12.5 cultured gonads treated with 75 μM GPI or vehicle solution for 48 h. Samples were counterstained with DAPI (blue). Scale bars: 100 μm. The dashed white line delineates the gonadal region. The white dashed box indicates the magnified area. Scale bars: 25 μm. (B) Immunofluorescence for the Sertoli cell marker SOX9 (magenta) and pre-granulosa cell marker FOXL2 (green) in E13.5 male and female control and male *Ppp1r3c* cKO gonads. Samples were counterstained with DAPI (gray). Scale bars: 50 μm. The white dashed box indicates the magnified area. Scale bars: 12.5 μm.

**Figure 3.**
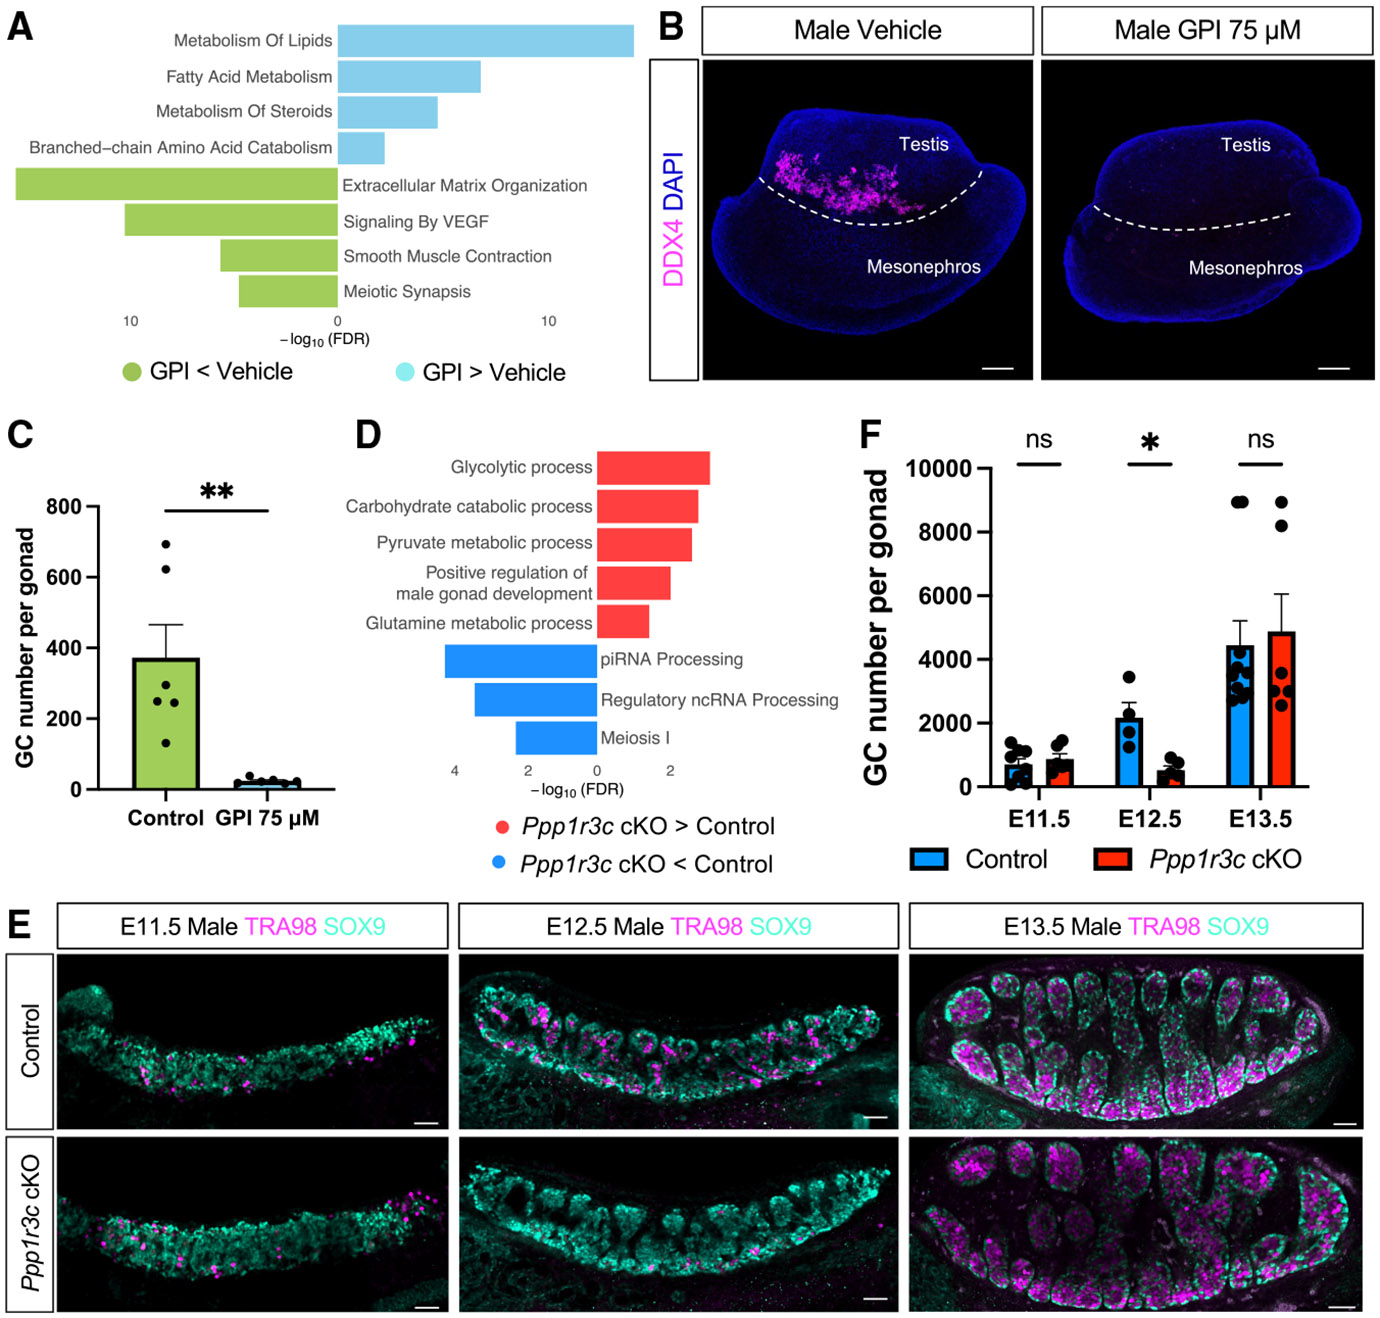
Blocking glycogen breakdown or synthesis reduces germ cell number in XY gonads (A) Reactome pathway analysis of significant up-regulated (cyan) and downregulated (green) genes in the GPI-treated gonads vs. the vehicle control. (B) 3D projection of DDX4 (germ cell, magenta) whole-mount immunostaining in male gonads cultured with 75 μM GPI or vehicle solution. Samples were counterstained with DAPI (blue). The dashed white line delineates the testicular region. Scale bars: 100 μm. (C) Quantification of the total number of germ cells in male gonads cultured with 75 μM GPI or vehicle solution. Bars represent the mean ± SEM; *n* = 6. Two-tailed *t* test. **p < 0.01. (D) Gene Ontology (BP) analysis of significant upregulated (red) and downregulated (blue) genes in E12.5 *Ppp1r3c* cKO testis vs. control. (E) Immunofluorescence for the Sertoli cell marker SOX9 (green) and germ cells using the TRA98 antibody (magenta) in E11.5, E12.5, and E13.5 male control and *Ppp1r3c* cKO gonads. Scale bars: 50 μm. (F) Quantification of the total number of germ cells in male control and *Ppp1r3c* cKO testes. Bars represent the mean ± SEM; *n* ≥ 4. Multiple two-tailed *t* test. ns adj*p* > 0.05 and *adj*p* < 0.05.

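The pathways plotted were matched by name to the Reactome sets available. For fatty acid metabolism, the set for fatty acids, triacylglycerol and ketone bodies had 27 of 82 tested members upregulated against 9.1 expected (adjusted p = 1.69e-05, one-sided Fisher's exact test), led by 1.06 for Fasn, 0.77 for Elovl5 and 1.21 for Elovl6 on the log2 scale. Metabolism of steroids was matched by a pair of sets. Cholesterol biosynthesis had 14 of 22 members upregulated against 2.4 expected (adjusted p = 2.26e-06), with 1.05 for Dhcr7, 1.01 for Fdft1 and 0.99 for Fdps; Fdft1 overlaps Ctsb on the other strand. Metabolism of steroid hormones and vitamin D had 12 of 17 upregulated against 1.9 expected (adjusted p = 2.51e-06), led by Fdxr, Cyp17a1 and Fdx1 (1.41), and 5 of the 12 are in the fixed list of fetal Leydig cell genes. Branched-chain amino acid catabolism had 8 of 17 upregulated against 1.9 expected (adjusted p = 0.0101), with 0.71 for Dbt, 0.56 for Hibch and 0.25 for Dld. The adjusted p of Branched-chain amino acid catabolism was past the threshold no longer without mouse M2 (0.918), M3 (0.464), M4 (0.501) or M5 (0.847).
Among downregulated genes, Signaling by VEGF had 38 of 97 members against 11.5 expected (adjusted p = 4.74e-10), with -3.63 for Cdh5, -5.18 for Flt1 and -3.22 for Flt4; Cdh5 overlaps Gm29682 on the other strand. Smooth Muscle Contraction had 8 of 23 against 2.7 expected (adjusted p = 0.0319), with -2.49 for Itga1, -0.48 for Calm2 and -0.46 for Tpm1; Itga1 overlaps Pelo. Without mouse M2 or M5 the adjusted p of Smooth Muscle Contraction was 0.0701 or 0.0642. Meiotic Synapsis had 14 of 47 against 5.6 expected (adjusted p = 0.0102), with -2.35 for Smc1b, -5.16 for Sycp1 and -0.58 for H4c4, and without mouse M1 or M4 the adjusted p of Meiotic Synapsis was 0.0578 or 0.0703. Of its 14 downregulated members, 2 are in the fixed germ cell list and 5 are core histone genes, a family of similar genes to which H4c4 belongs. In Extracellular matrix organization the 3 downregulated members with the smallest p were Kdr (-2.44), Lama4 and Itga2 (-2.72).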

**Figure 4.**
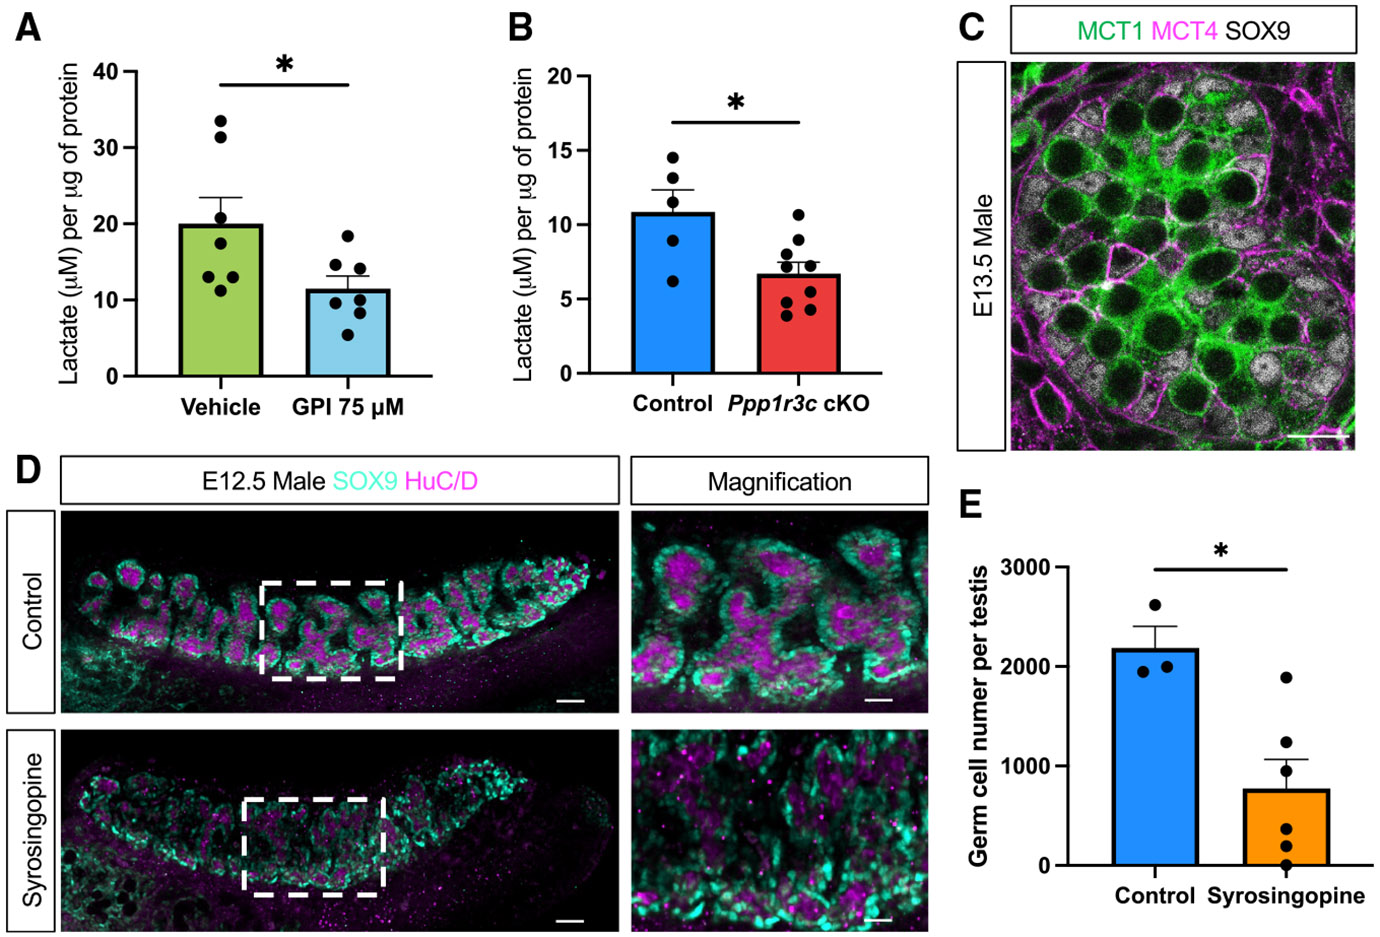
Blocking glycogen breakdown or synthesis reduces germ cell number in XY gonads during sex determination (A) Lactate concentration in testis cultured with 75 μM GPI or vehicle solution. Bars represent the mean ± SEM; *n* = 7. Two-tailed *t* test. *p < 0.05. (B) Lactate concentration in E12.5 *Ppp1r3c* cKO or control testes. Bars represent the mean ± SEM; *n* ≥ 5. Two-tailed *t* test. *p < 0.05. (C) Immunofluorescence for MCT1 (green), MCT4 (magenta), and SOX9 (gray) in E13.5 male gonads. Scale bars: 12 μm. (D) Immunofluorescence for the Sertoli cell marker SOX9 (cyan) and germ cell marker HuC/D (magenta) in E12.5 male control and syrosingopine-treated gonads. Scale bars: 50 μm. The white dashed box indicates the magnified area. Scale bars: 25 μm. (E) Quantification of the total number of germ cells per testis from control and syrosingopine-treated mice. Bars represent the mean ± SEM; *n* ≥ 3. Two-tailed *t* test. *p < 0.05.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Glycogen	Otto Baba^27^	IV58B6
AMH	Santa Cruz	Cat#sc-6886; RRID: AB_649207
FOXL2	Abcam	Cat# ab5096; RRID: AB_304750
FOXL2	Dagmar Williams	RRID: AB_2687958
NR5A1	Cosmo Bio	Cat# KO610; RRID: AB_3696859
PPP1R3C	Proteintech	Cat# 29424-1-AP; RRID: AB_2918304
PYGB	Proteintech	Cat# 12075-1-AP; RRID: AB_2174885
SOX9	Milipore	Cat# AB5535; RRID: AB_2239761
SOX9	R&D systems	Cat# AF3075; RRID: AB_2194160
SRY	Dagmar Williams	RRID: AB_2687957
Ki-67	BD	Cat# 550609; RRID: AB_393778
CC3	Cell Signaling	Cat# 9661; RRID: AB_2341188
DDX4	Abcam	Cat# ab13840; RRID: AB_443012
TRA98	Abcam	Cat# ab82527; RRID: AB_1659152
MCT1	Milipore	Cat# AB1286; RRID: AB_11212410
MCT4	Santa Cruz	Cat# sc-376140; RRID: AB_10992036
HuC/D	Vanda Lennon	RRID: AB_2813895
Alexa Fluor 488-Anti-Mouse	Invitrogen	Cat# A21202; RRID: AB_141607
Alexa Fluor 488-Anti-Rabbit	Invitrogen	Cat# A21206; RRID: AB_2535792
Alexa Fluor 488-Anti-Rat	Invitrogen	Cat# A21208; RRID: AB_2535794
Alexa Fluor 488-Anti-Goat	Invitrogen	Cat# A11055; RRID: AB_2534102
Alexa Fluor 568-Anti-Mouse	Invitrogen	Cat# A10037; RRID: AB_11180865
Alexa Fluor 568-Anti-Rabbit	Invitrogen	Cat# A10042; RRID: AB_2534017
Alexa Fluor 568-Anti-Rat	Invitrogen	Cat# A78946; RRID: AB_2910653
Alexa Fluor 568-Anti-Goat	Invitrogen	Cat# A11057; RRID: AB_142581
Alexa Fluor 647-Anti-Mouse	Invitrogen	Cat# A31571; RRID: AB_162542
Alexa Fluor 647-Anti-Rabbit	Invitrogen	Cat# A31573; RRID: AB_2536183
DyLight650-Anti-Rat	Invitrogen	Cat# SA510029; RRID: AB_2556609
Alexa Fluor 647-Anti-Goat	Invitrogen	Cat# A21447; RRID: AB_2535864
Cy5-Anti-Chicken	Jackson	Cat# 703-175-155; RRID: AB_2340365
Chemicals, peptides, and recombinant proteins		
CP 316819 (GPI)	Sigma-Aldrich	Cat# PZ0189
Syrosingopine	medchemexpress	Cat# HY-N4115
Sodium L-Lactate	Sigma-Aldrich	Cat# L7022
D-glucose	Macron Chemicals	Cat# 4912-12
Critical commercial assays		
Arcturus^™^ PicoPure^™^ RNA Isolation Kit	Applied Biosystems	Cat# KIT0204
RNase-Free DNase Set	Qiagen	Cat# 79254
Qubit^™^ RNA High Sensitivity kit	ThermoFisher Scientific	Cat# Q32852
Tecan’s Ovation^®^ RNA-Seq System V2	Tecan	Cat# 7102
Tecan’s Celero^™^ EZ DNA-Seq	Tecan	Cat# 30188860
TruSeq Stranded mRNA Library Prep	Illumina	Cat# 20020594
Lactate-Glo Assay	Promega	Cat# J5021
Qubit Protein Assay	ThermoFisher Scientific	Cat# Q33211
High Sensitivity RNA ScreenTape + Sample Buffer	Agilent	Cat# 5067–5578/80
RNA ScreenTape assay + Sample Buffer	Agilent	Cat# 5067–5576/77
Deposited data		
*Ppp1r3c* cKO bulk RNA-seq	This paper	GEO: GSE293016
GPI bulk RNA-seq	This paper	GEO: GSE293017
Experimental models: Organisms/strains		
C57BL/6	Jackson Laboratory	000664
B6;D2-Tg(Nr5a1-cre)2Klp/HyJ	Jackson Laboratory	037533
*Ppp1r3c* floxed	Saltiel Laboratory	Keinan et al.^29^
Software and algorithms		
ImageJ/FIJI	Schindelin et al.^60^	RRID:SCR_003070
RStudio	RStudio	RRID:SCR_000432
Prism	GraphPad Software	RRID:SCR_002798

# Supplementary material for: Glycogen and lactate metabolism in mouse fetal Sertoli cells sustain the germ line
**Source:** Cell Rep. Author manuscript; Available in PMC 2026 May 14.
**Supplement:** 1

**Cell Reports, Volume 45**

**Supplemental information**

**Glycogen and lactate metabolism in  
mouse fetal Sertoli cells sustain the germ line**

**Martín A. Estermann, Joseph Sheheen, Sara A. Grimm, Boris Tezak, Yu-Ying Chen, Tsuyoshi Morita, Humphrey H.-C. Yao, and Blanche Capel**

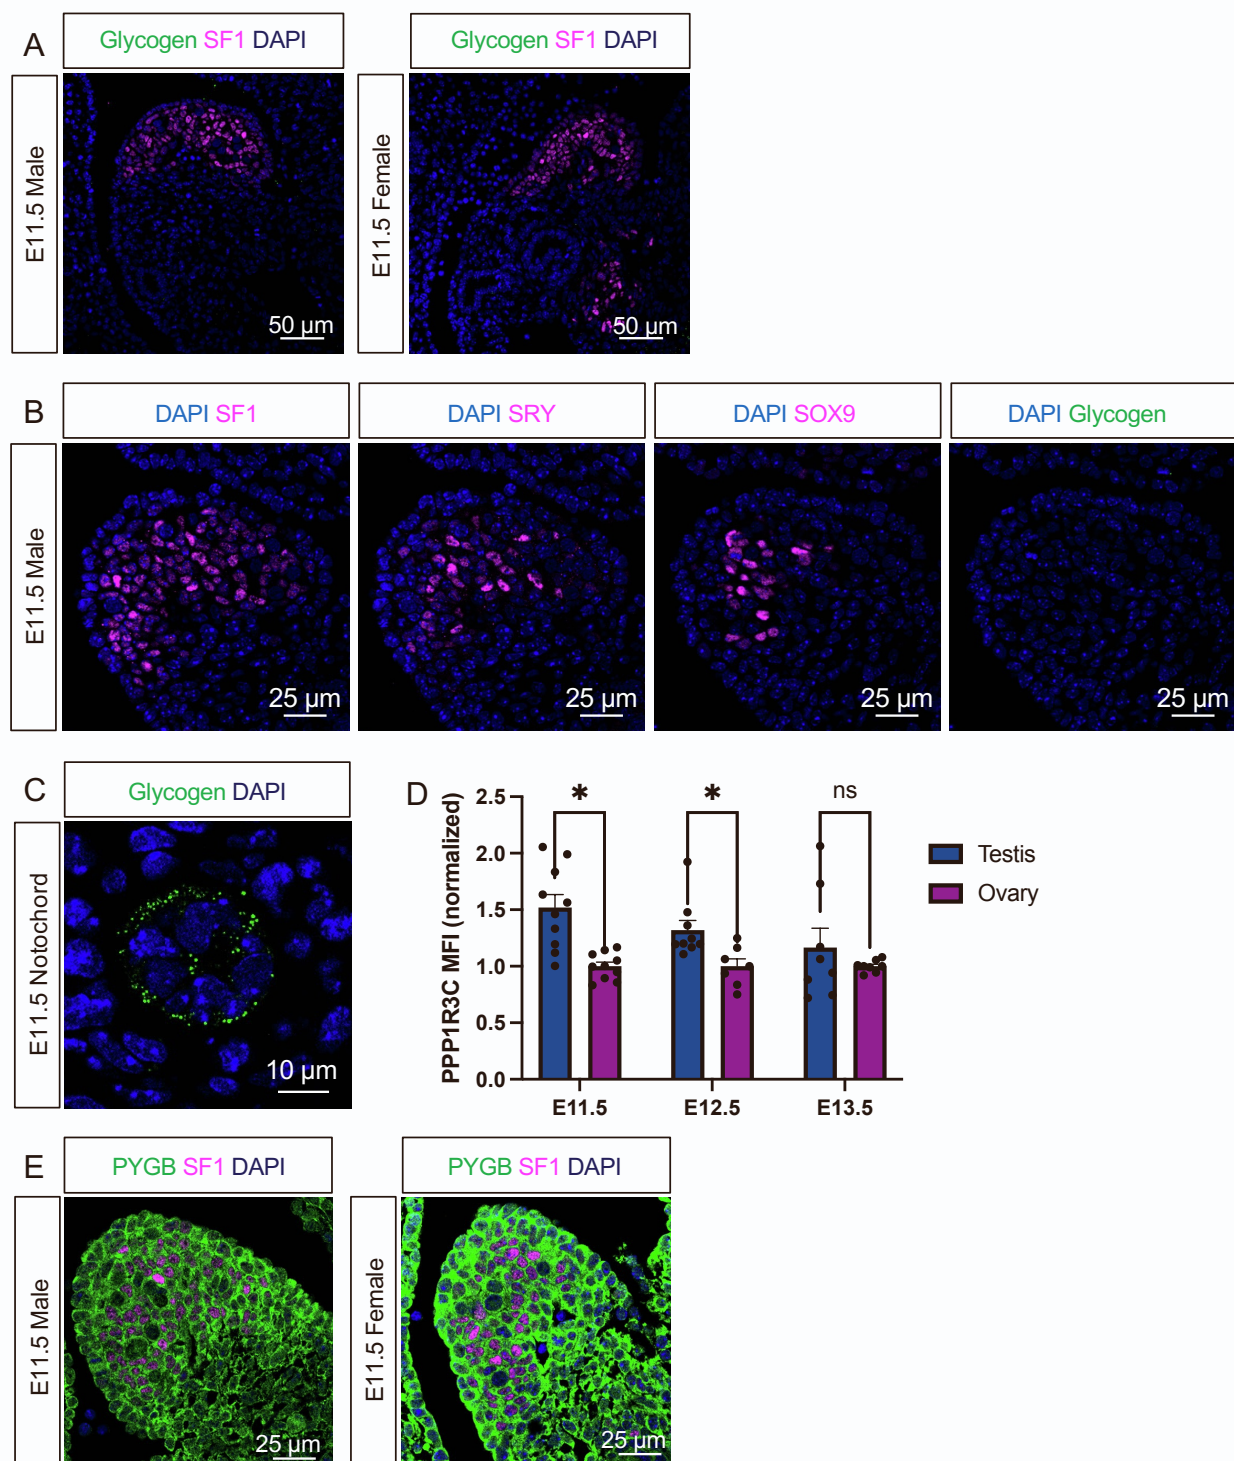

**Figure S1: Based on antibody staining, glycogen does not accumulate before E12.5.**

(A) Immunofluorescence for glycogen (green) and the supporting cell marker SF1 (magenta) in transverse E11.5 male and female gonadal sections. Samples were counterstained with DAPI (blue).

(B) Immunofluorescence for SF1, SRY or SOX9 (magenta) and glycogen (green) in transverse E11.5 male gonadal sections. Samples were counterstained with DAPI (blue).

(C) Immunofluorescence for glycogen (green) in transverse E11.5 male notochord section, used as an within-experiment control. Samples were counterstained with DAPI (blue).

(D) PPP1R3C mean fluorescence intensity (MFI) in E11.5, E12.5, and E13.5 testes and ovaries. Values are normalized to the corresponding female sample at each developmental stage. Bars represent mean $\pm$ s.e.m., n $\geq$ 7. Multiple two-tailed t-test. ns adjpvalue $>$ 0.05; \* adjpvalue $<$ 0.05.

(E) Immunofluorescence for PYGB (green) and supporting cell marker SF1 (magenta) in transverse E11.5 male and female gonadal sections. Samples were counterstained with DAPI (blue).

Figure S2

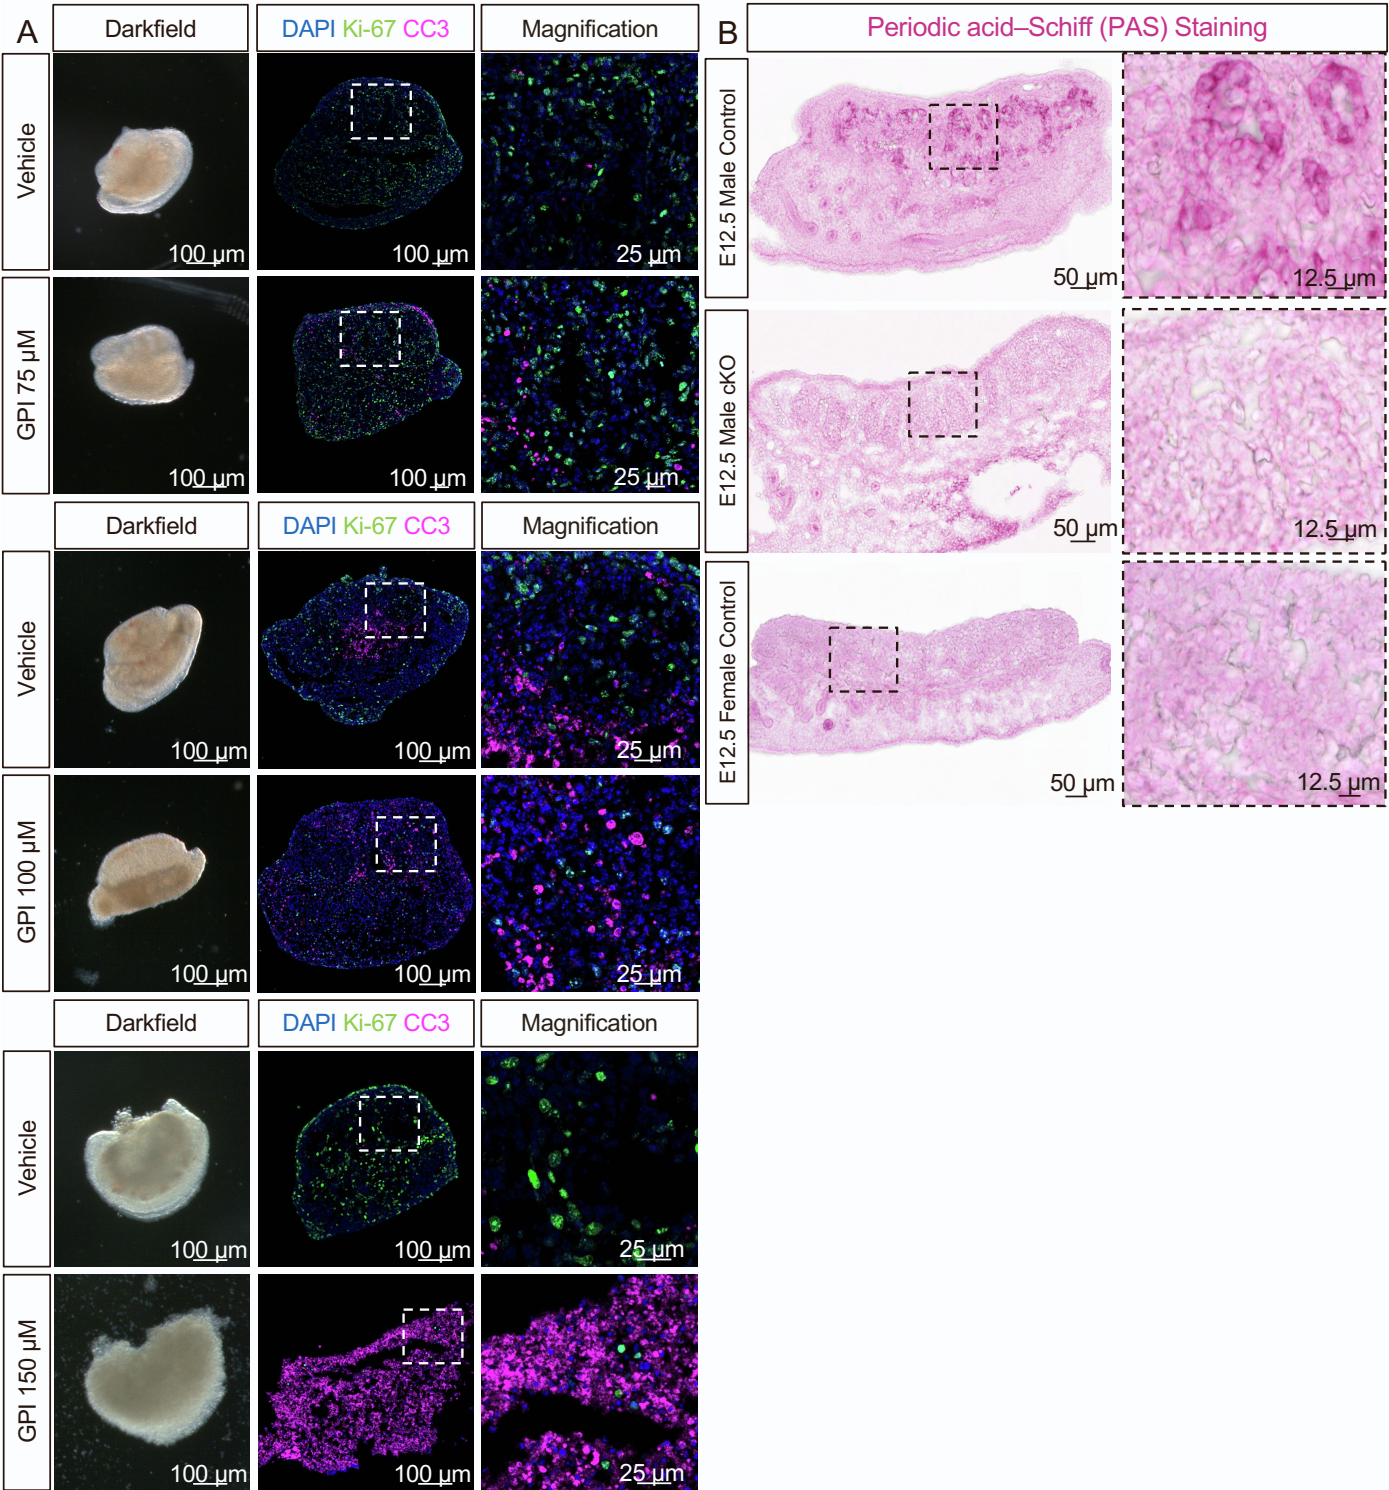

**Figure S2: Characterization of glycogen metabolism perturbation models.**

(A) Dose response of gonads treated with GPI at different concentrations (75  $\mu$ M, 100  $\mu$ M and 150  $\mu$ M) or their respective vehicle solution (DMSO). Darkfield visualization (left) and immunostaining (right) for proliferation (Ki-67, green) and apoptosis (CC3, magenta). Samples were counterstained with DAPI (blue). White dashed box indicates the magnified area.

(B) PAS staining showing lack of glycogen deposition in E12.5 *Ppp1r3c* cKO male gonads. E12.5 control male and female gonads shown for comparison. Black dashed box indicates the magnified area.

Figure S3

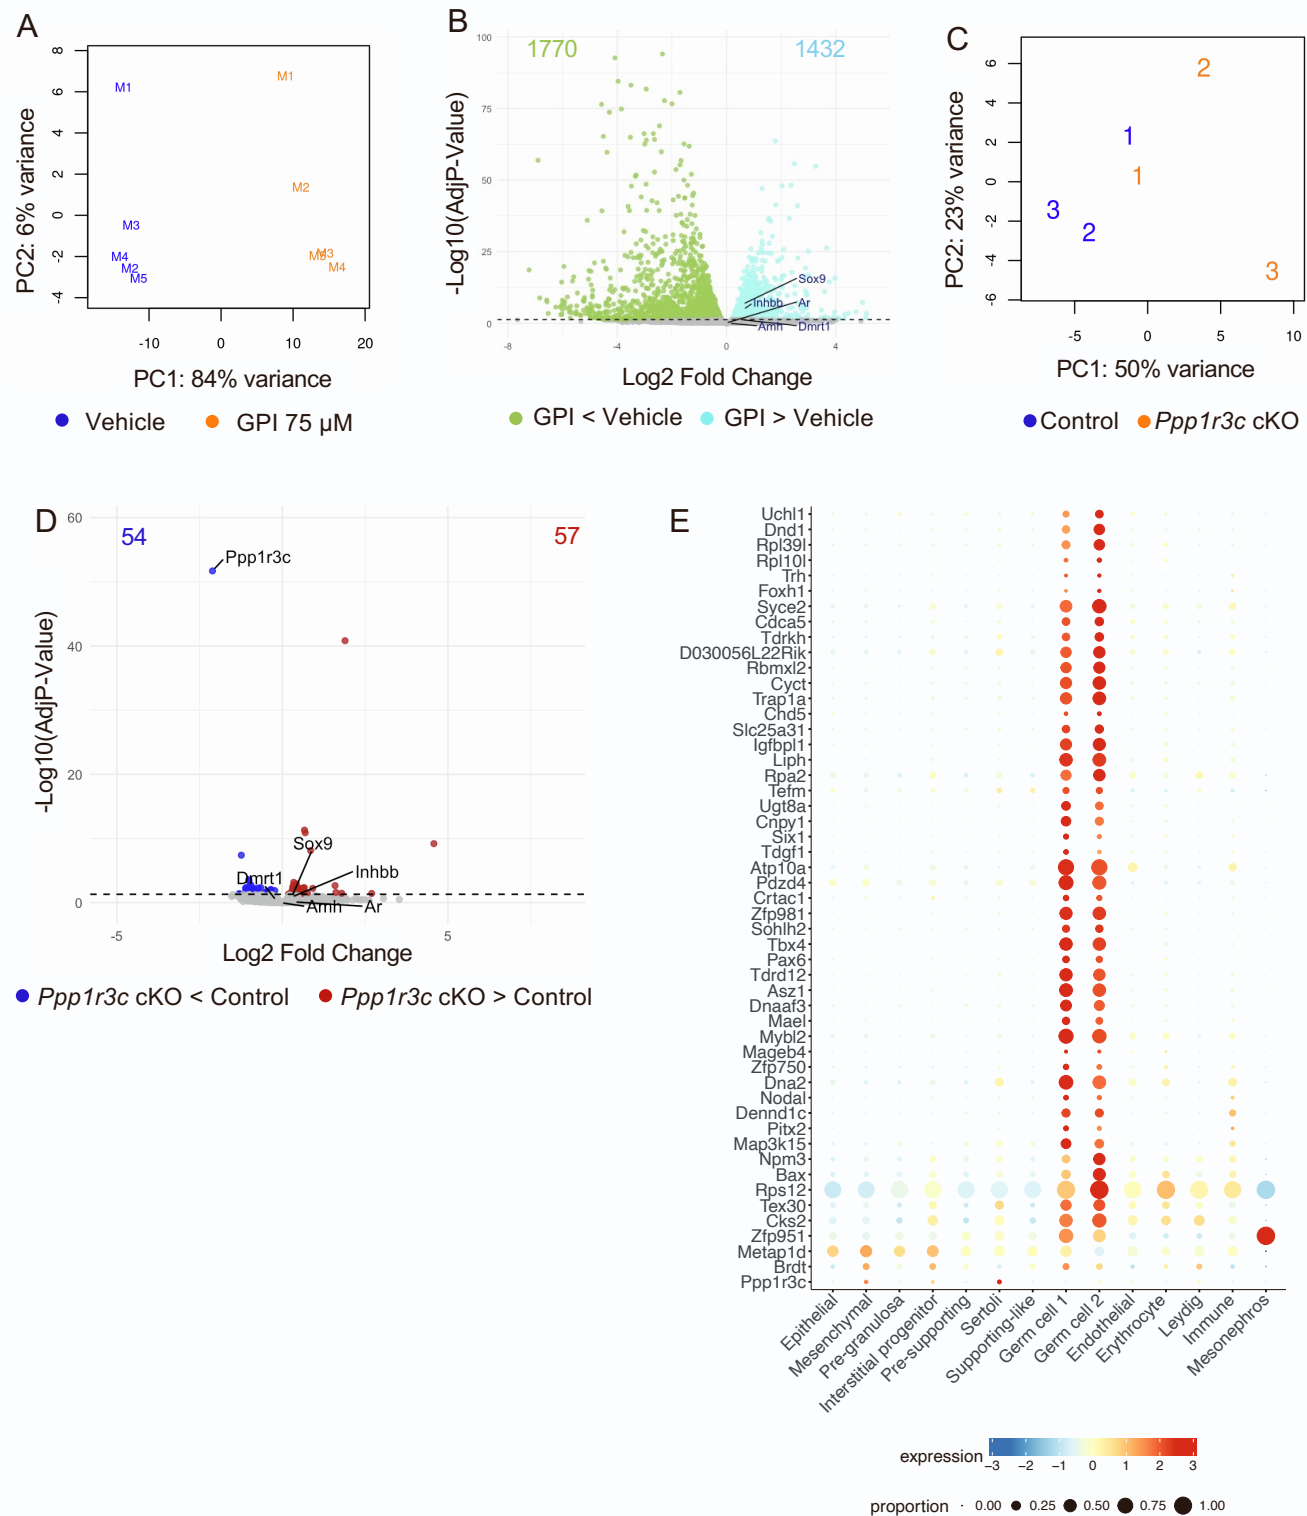

**Figure S3: Transcriptomic characterization of glycogen metabolism perturbation models.**

(A) Principal component analysis (PCA) plot of the bulk RNA-seq of paired testes cultured with 75  $\mu$ M GPI or vehicle solution.

(B) Volcano plot of differentially expressed genes between 75  $\mu$ M GPI or vehicle treated testes. Green and cyan dots represent downregulated and upregulated genes, respectively, in the GPI treated testes compared with vehicle controls.

(C) Principal component analysis (PCA) plot of the bulk RNA-seq of control and *Ppp1r3c* cKO testes.

(D) Volcano plot of differentially expressed genes between the *Ppp1r3c* cKO and the control testes. Blue and red dots represent downregulated and upregulated genes, respectively, in the cKO testis in comparison to the control.

(E) Dot plot showing the expression pattern of the 54 genes downregulated upon Sertoli cell specific *Ppp1r3c* deletion, mapped onto the major E12.5 gonadal cell populations from the single-nucleus RNA-seq dataset. Dot size represents the proportion of cells within each cell population expressing a given gene, and dot color indicates the average expression level of each gene within the population. The majority of downregulated genes are specifically expressed in germ cells.

Figure S4

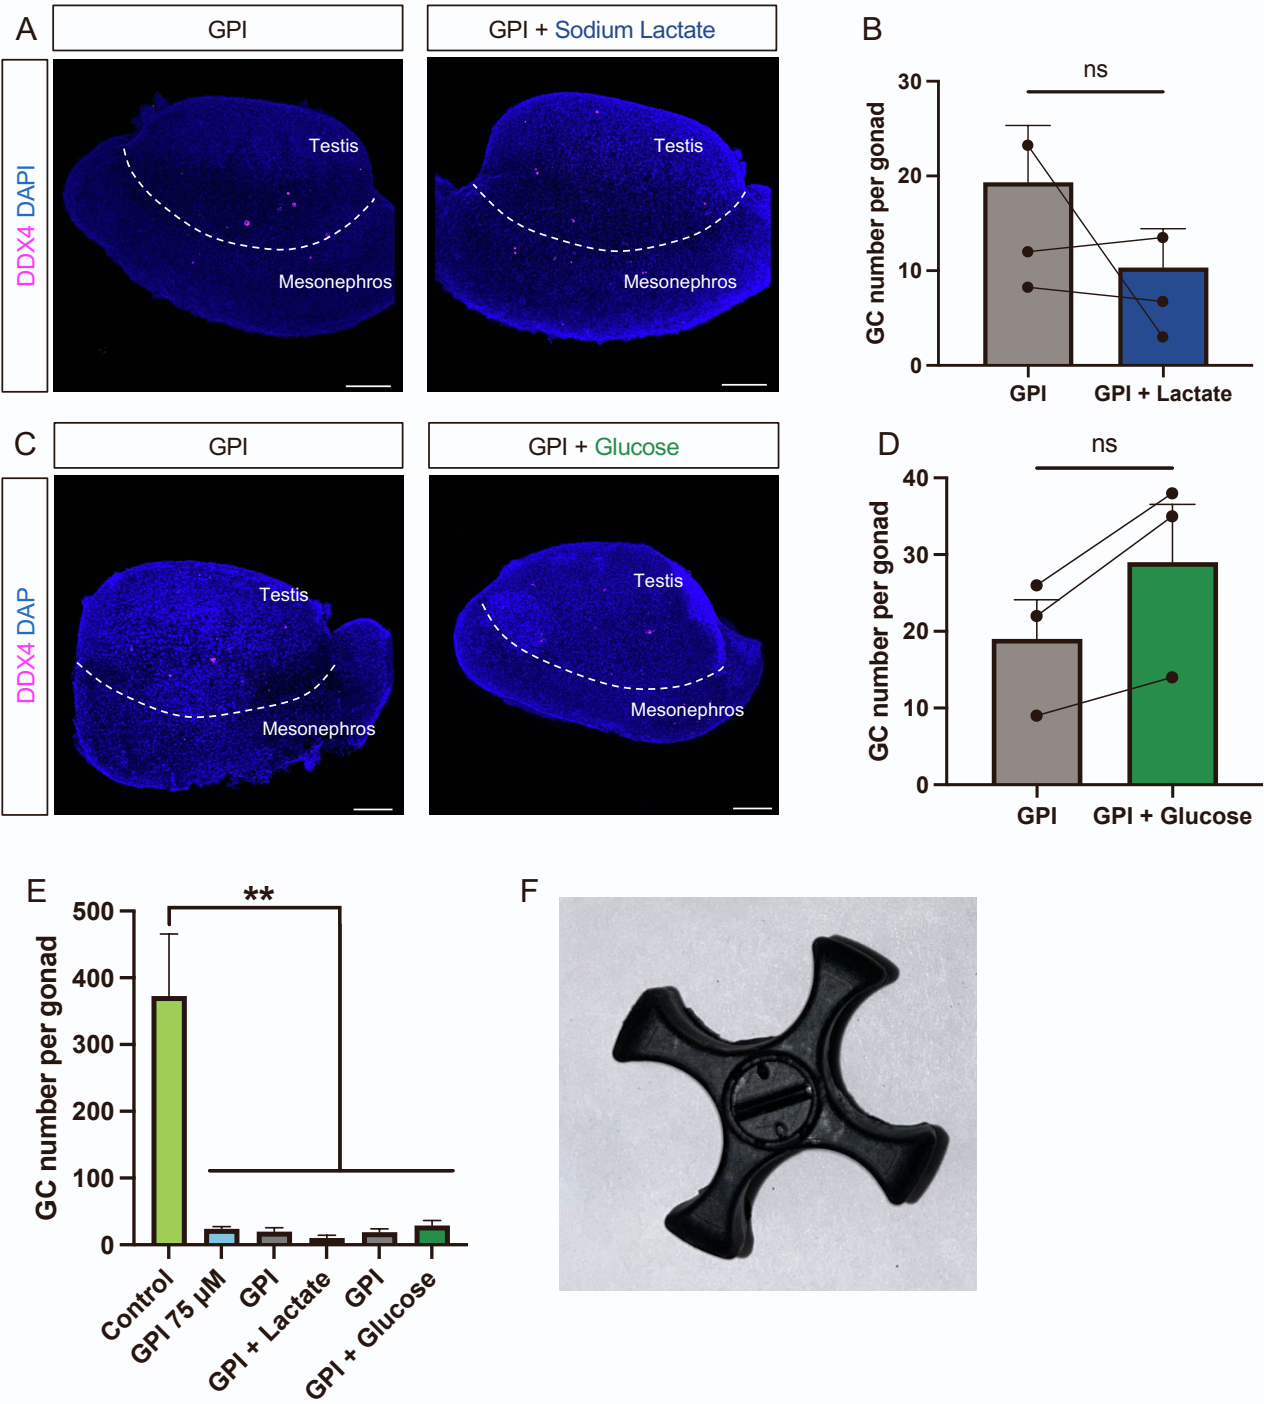

**Figure S4: Exogenous carbon sources fail to rescue germ cell loss induced by GPI treatment.**

(A) 3D projection of DDX4 (germ cell, magenta) whole mount immunostaining in cultured male gonads treated with 75  $\mu$ M GPI or 75  $\mu$ M GPI + 25mM sodium lactate. Samples were counterstained with DAPI (blue). Dashed white line delineates the testicular region. Scale bars are 100  $\mu$ m.

(B) Quantification of the total number of germ cells in male gonads cultured with 75  $\mu$ M GPI or 75  $\mu$ M GPI + 25mM sodium lactate. Bars represent mean $\pm$ s.e.m., n=3. Paired two-tailed t-test. ns p>0.05.

(C) 3D projection of DDX4 (germ cell, magenta) whole mount immunostaining in cultured male gonads treated with 75  $\mu$ M GPI or 75  $\mu$ M GPI + 25mM D-glucose. Samples were counterstained with DAPI (blue). Dashed white line delineates the testicular region. Scale bars are 100  $\mu$ m.

(D) Quantification of the total number of germ cells in male gonads cultured with 75  $\mu$ M GPI or 75  $\mu$ M GPI + 25mM D-glucose. Bars represent mean $\pm$ s.e.m., n=3. Paired two-tailed t-test. ns p>0.05.

(E) Quantification of the total number of germ cells in male gonads cultured with vehicle solution, 75  $\mu$ M GPI, 75  $\mu$ M GPI + 25mM sodium lactate or 75  $\mu$ M GPI + 25mM D-glucose. Bars represent mean $\pm$ s.e.m., n>3. One-way ANOVA. \*\* p<0.005.

(F) 3D printed mold used to generate the agar slabs for single gonad cultures.

How the deposited data were processed for this re-analysis (not part of the article)

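RNA of 10 cultured mouse testes was measured: from each of 5 embryos at E12.5, 1 gonad was cultured for 48 h with 75 µM GPI and the other with vehicle. The authors mapped read pairs to mm10 with STAR, counted them per gene with featureCounts without regard to strand, and deposited raw counts for 24470 gene entries. The 10 columns hold whole numbers and were used as deposited; 0 other columns of values per sample were found. The study's other sequencing experiment, on Ppp1r3c mutant testes, has no count table among the files used here and is not treated. Entries carry 24468 distinct Entrez identifiers. Lengths and GC contents were taken from GENCODE M21 transcripts by Entrez identifier, for 13303 (95.42%) of the tested genes; the longest transcript stands for the gene.

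Depth ran from 10203679 to 15635322 counts per library. Counts of amplified libraries without molecular identifiers are not independent molecules, so precision was taken from the spread between mice and not from counting error. No 2 libraries of the same treatment were duplicates: chi-square per degree of freedom between them, over genes with at least 100 counts in all libraries together, ran from 6.42 to 27.81. Pairing of gonads by mouse was checked by correlating deviations from the treatment mean (mean 0.06 within a mouse, -0.015 between mice, exact one-sided permutation p = 0.05 over 120 pairings); without the replicate block, 3108 genes were called.

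Genes were filtered by edgeR's filterByExpr (minimum count 10, minimum total 15), which left 13941 and set aside 10529. Calls come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at an FDR of 0.05, with TMM scaling and a design of mouse and treatment; standard errors are the absolute log2 fold change divided by the square root of the F statistic. Directions in single mice were read from scaled log2 counts with a prior count of 2. Principal components used DESeq2's variance stabilizing transformation and the 500 most variable genes. Reactome sets came from the fgsea package, in a release that may differ from the one the authors used through Enrichr. There were 27 fixed gene lists, tested by camera with a preset inter-gene correlation of 0.01 and ranked against 10000 random lists matched in 20 bins of expression. Gcna and Muc16 of these lists were not found in the table, and Gyg1 was matched to Gyg.

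The lists, the tests of treatment against vehicle and the alternatives were chosen before the data were examined; most tests of explanations for single patterns in the closing section were chosen after the results were seen. Chosen beforehand as well was the rule for genes named one by one: every gene the paper names that bears on the cultured testes, the 10 largest increases and the 10 largest decreases among called genes with a mean of at least 50 counts per library and the same direction in 5 of 5 mice, the first 3 genes of each list, the 3 members of each list and of each named Reactome set with the smallest p, and Xist. The rule covers 178 genes, 170 of which were tested; some of them are not reported here.

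The alternatives were DESeq2, limma-voom, no replicate block, DESeq2 size factors, total counts only, no low-count filter, at least 10 counts in every library, a per-library trend on GC content and length (loess, span 0.5) removed with the replicate block kept, each mouse left out in turn, a test against a fold change of 1.5, another transformation or gene choice for the principal components, and other backgrounds, calls and set tests for the lists and sets.

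The procedure was tested on simulated data with the dispersions, depths and design of these libraries. Changes were planted in 200 genes, drawn only from those above a minimum mean expression. Those changed by 0.5, 1 and 2 on the log2 scale were recovered in 50.7%, 86.2% and 98.4%, with 13 false among 167 calls over 13695 genes. Camera and Fisher's exact test each called 10 of 10 planted lists and 0 of 200 unchanged lists. Each gene was simulated independently, so this does not show how often lists of genes that vary together are called falsely. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, with random seed 1.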

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

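The tests of the endothelial, fetal Leydig, macrophage, erythrocyte, ATF4, unfolded protein, hypoxia and Xist patterns below were chosen after the results were seen; those of the number of called genes were set before.

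The 3198 genes called by edgeR were compared with other groupings of the 10 libraries. Of 126 possible splits into 5 and 5, 100 were drawn, and 1, the real one, gave as many calls. Among the others the largest number was 2 and 97 gave 0, in the same fit with the mouse in the design. Most of these splits do not part the gonads of all 5 mice, as the treatment did. The largest number was 0 among the others that part 1 pair and 2 among those that part 3. Where a pair is not parted, any treatment difference in it adds to the residual spread and lowers the calls. Few calls are therefore partly built into these splits, and they cannot decide on chance. When the treatment was instead swapped within mice, 1 of 16 assignments, the real one, gave as many calls and each of the others 0. With 16 assignments a share under 0.05 cannot be reached, so a chance swap within mice cannot be told apart by this count. Of all tested genes, 30.54% changed the same way in 5 of 5 mice, against 6.25% expected by chance, which argues against such a swap. Genes that vary together are not independent, which limits this value. PC1 scores ran from 9.13 to 17.84 with GPI and from -15.06 to -11.88 with vehicle. Swaps within mice leave the same 16 assignments there, so this separation cannot decide on chance either.

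The paper does not discuss endothelial cells in these cultures. All 16 genes of a fixed endothelial list were lower with GPI, over all genes tested, adjusted over the list alone and in 5 of 5 mice, with a median log2 fold change of -3.04 (camera, adjusted p = 1.51e-63, and 0.0445 with an estimated correlation). Among them were -4.16 for Pecam1, -3.63 for Cdh5, -2.44 for Kdr and -5.18 for Flt1. Over 3 scalings of the libraries, the smallest distance of the list from the median of all tested genes was -3.06. The list thus fell relative to other genes. With the trend on GC content and gene length removed the median was -3.04, so that trend is not the whole cause. More mesonephros left on vehicle-treated gonads was tested with the summed normalized counts of 9 mesonephros genes: the median log2 ratio of GPI over vehicle was 0.006, and only in mice M1 and M3 was the GPI sum lower. These genes mark tubules and ducts, so mesonephric tissue without them stays untested. Lower Vegfa may be a cause, since Vegfa fell as well (-1.02), but in mouse M1, whose Vegfa was not lower, the endothelial genes fell too, with a median log2 ratio of -2.38. A single mouse leaves this open. A loss of endothelial cells and lower transcription in them cannot be separated in whole-gonad RNA. Treatment was the difference set between the gonads of each embryo, so it remains the candidate explanation, by a route that stays open.

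Fetal Leydig cell genes, which the paper does not discuss for these cultures, were higher: 9 of 9 tested genes of the fixed list, over all genes tested, adjusted over the list alone and in 5 of 5 mice, with a median log2 fold change of 1.41 (camera, adjusted p = 7.49e-14; fry 0.00542; estimated correlation 0.149). They include 2.90 for Cyp11a1, 0.79 for Star, 3.90 for Cyp17a1 and 1.41 for Fdx1; Insl3 was set aside by the low-count filter. The smallest distance from the median of all tested genes over 3 scalings was 1.39, and with the GC and length trend removed the median was 1.36. A larger share of all other cells after germ and endothelial cells were lost should raise other somatic lists too. In no mouse did the median log2 ratio of interstitial progenitor or coelomic epithelium genes exceed 0.46, and that of the Leydig genes was at least 0.91 in every mouse. Sertoli genes, in contrast, were higher in each mouse, with 0.41, 0.33, 0.90, 1.02 and 0.40 in mice M1 to M5, against 2.49, 1.15, 1.35, 2.11 and 0.91 for the Leydig genes. A larger share may therefore be part of the increase, and these values argue against it as the whole cause. What also stays open is a change within Leydig cells or in their number, which may follow from the treatment.

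Macrophage and erythrocyte genes were lower. Of 10 tested macrophage genes 9 were called lower (9 adjusted over the list alone), with a median of -1.88 (camera, adjusted p = 1.58e-07; fry 0.00146), and -2.22 for Csf1r, -3.78 for C1qa, -0.26 for Adgre1, -1.85 for Ptprc and -1.65 for Lyz2. Csf1r overlaps Mir6983 and Alas2 overlaps Mir3620. Of 11 erythrocyte genes 9 were lower (10 adjusted over the list alone), with a median of -1.59 (camera, adjusted p = 1.69e-10; fry 0.00755), and -4.13 for Hbb-bs, -3.84 for Hbb-bt, -1.59 for Hba-a1 and -0.75 for Alas2; the globin genes share sequence with their neighbors. Over 3 scalings, the smallest distance of the 2 lists below the median of all tested genes was -1.61. Both lists thus fell relative to other genes. Neither list passed the threshold with an estimated correlation (0.123 and 0.186). Blood lost at dissection was not tested and may differ between gonads; a change tied to the vessels stays open too.

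ATF4 target genes (median 0.66; 12 of 17 higher and 1 lower over all genes tested, 13 and 2 adjusted over the list alone; camera, adjusted p = 4.72e-09) and unfolded protein genes (median 0.29; 8 of 14 higher and 0 lower, 8 adjusted over the list alone; adjusted p = 0.002) were higher. The log2 fold changes were 1.68 for Trib3, 1.15 for Asns, 0.50 for Chac1, 2.37 for Aldh1l2 and 1.99 for Slc7a11 in the first list and 0.49 for Hspa5, 0.30 for Hsp90b1, 0.44 for Dnajb9 and 0.86 for Herpud1 in the second. Over 3 scalings the largest adjusted p of the 2 lists was 0.00341, and with the GC and length trend removed the larger was 0.00437; both remained under 0.05. With an estimated correlation they were 0.149 and 0.186, and with fry 0.00281 and 0.00896. A stress of the cultured gonads under GPI may underlie this, as a hypothesis; whether it depends on the inhibited enzyme cannot be read from a single compound.

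Hypoxia target genes were lower with GPI, with a median of -1.02 and 11 of 13 called lower, the same number as adjusted over the list alone (camera, adjusted p = 6.47e-05; fry 0.0659; estimated correlation 0.443). The log2 fold changes were -1.02 for Vegfa, -0.91 for Slc2a1, -1.08 for Bnip3, -2.27 for Egln3, -1.79 for Adm and -0.86 for P4ha1, each lower in 4 of 5 mice. Without the replicate block, Vegfa, Slc2a1, Bnip3, Egln3 and P4ha1 no longer passed the threshold. Nor did Bnip3 with DESeq2 or without mouse M2, M3, M4 or M5. The smallest distance from the median of all tested genes over 3 scalings was -1.04, so the list fell relative to other genes. In the GPI-treated testis of mouse M1 the mean log2 normalized count of the list was 10.06, against 7.63 to 8.2 in the other GPI libraries and 9.12 to 9.66 in the vehicle libraries. Without mouse M1 the median was -1.41, and without each of the other mice it lay between -0.96 and -0.89. An exchange with a vehicle library was tested: its endothelial score was 5.67, within the 4.96 to 5.9 of the GPI libraries and below the 8.3 to 8.61 of the vehicle libraries, and no vehicle library was out of place. Loss of germ and endothelial cells as the cause of the lower hypoxia targets could not be decided, since in mouse M1, where both were lost, the hypoxia median log2 ratio was 0.46; 1 mouse is too few. Oxygen supply of that culture may have differed, which was not measured.

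Each of 58 measures was searched, within each treatment, for a library far from the others. Of 116 groups, 14 had one, where about 1 in 20 groups, or 5.8, would by chance, and 9 of the 14 concern the GPI-treated testis of mouse M1. Besides the hypoxia score, these are PC2 (9.06, others at most 0.57), the mean log2 normalized count of cholesterol synthesis genes (7.53, others 8.65 to 9), and the normalized counts of Pygl (657.0, others 234.6 to 335.6), Pgm1 (532.7, others 76.1 to 153.6), Gys1 (653.6, others 211.1 to 317), Gbe1 (542.8, others 222 to 289.4), Slc16a3 (434.3, others 121.7 to 187.4) and Xist (737.6, others 38.9 to 93.2). The vehicle-treated testis of the same mouse stood apart on PC2 (5.61, others at most -0.95) and in macrophage genes (6.67, others 6.19 to 6.27). The remaining 3 were pre-granulosa genes (7.59, others 7.42 to 7.45) and branched-chain amino acid genes (7.53, others 7.76 to 7.85) in the vehicle-treated testis of mouse M2, and Slc16a1 (568.1, others 391.6 to 439.1) in the GPI-treated testis of mouse M4. No explanation was tested for these beyond those given here for hypoxia targets and Xist.

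Xist, expressed from the inactive X chromosome of female cells, had 659 counts in the GPI-treated testis of mouse M1 and 1516, 645 and 1285 in the vehicle-treated testes of mice M1, M4 and M5, against 37 to 106 in the other libraries. Its log2 fold change was -1.68 (adjusted p = 0.0575 with edgeR, lower in 3 of 5 mice). Female cells or RNA in the library would lower the Y-linked genes; their normalized counts in this library were 6376, the highest of the 10 libraries, but a small share of female RNA would not show there, so this cannot be told apart from expression in male cells. Reads from the overlapping antisense gene Tsix were tested as well: Tsix had 0 counts in this library. The Y-linked list did not change (median 0.09, 0 of 4 called over all genes tested or adjusted over the list alone; 0.06 for Ddx3y, 0.12 for Uty and 0.12 for Kdm5d; camera, adjusted p = 0.601). The sign of Ddx3y flips to -0.02 with the GC and length trend removed.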

How the results depend on the processing

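All alternatives reported here were listed at the outset, and each changes 1 choice; the fit with the GC and length trend removed keeps the replicate block. With at least 10 counts in every library, 104 of the 119 called genes counted here gave a value.

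The number of called genes stayed between 2311 and 3472 under 13 of the 14 alternatives and was 878 against a fold change of 1.5 by glmTreat, where upregulated genes numbered 256 and downregulated genes 622; fewer genes pass a larger minimum change by construction. No gene shared with edgeR's calls had the opposite sign under any of them. Without mouse M3 the upregulated genes numbered 969, and without mouse M4 1024, with 4 mice left in each case; without the other mice they were between 1262 and 1430. Under total counts only, 38.57% of called genes were upregulated, against 48.28% with TMM, and the median of all tested genes moved to -0.032. The share of PC1 lay between 58.39% and 92.13%, with GPI and vehicle testes apart in every case.

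Of the Sertoli markers, 0 of 4 were called lower under each of 13 alternatives. The number of Reactome sets enriched among upregulated genes stayed between 19 and 30. Among downregulated genes it was between 84 and 125 under other calls, but 28 against a fold change of 1.5, 167 with all genes of 1 count or more as background and 64 with camera; the cause was not tested.

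Metabolism of lipids, cholesterol biosynthesis, steroid hormones and vitamin D, extracellular matrix organization and Signaling by VEGF kept their side of the threshold under each of 10 alternatives. The fatty acid set had an adjusted p of 1 against a fold change of 1.5 and passed otherwise. With mice left out, the adjusted p of Branched-chain amino acid catabolism ran from 0.0293 to 0.918: it passed without mouse M1 only, with 0.918, 0.464, 0.501 and 0.847 without M2, M3, M4 and M5. It did not pass against a fold change of 1.5 (1) or with camera (0.0677) either. The adjusted p of Smooth Muscle Contraction ran from 0.01 to 0.0701 with mice left out and did not pass without mouse M2 (0.0701) or M5 (0.0642), against a fold change of 1.5 (1) or with camera (0.107). The adjusted p of Meiotic Synapsis ran from 0.0131 to 0.0703 and did not pass without mouse M1 (0.0578) or M4 (0.0703), or against a fold change of 1.5 (1). Apart from the smaller number of mice or called genes in these settings, the cause was not tested. The sets for glycolysis, the citric acid cycle and respiratory electron transport were not recomputed under the alternatives.

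Of the 27 fixed lists, 14 passed with camera, between 14 and 15 under the alternatives other than camera with an estimated correlation, and 2 under that one. There the germ cell list had a median of -2.88 (adjusted p = 0.149), Sertoli genes 0.59 (0.415), cholesterol synthesis 0.70 (0.443), fatty acid oxidation 0.23 (0.149), fatty acid synthesis 0.70 (0.149) and branched-chain amino acid genes 0.26 (0.408), all no longer past the threshold. Cholesterol synthesis was also lost under fry (median 0.70, adjusted p = 0.0659). The median log2 fold change of germ_cell genes was -0.93 (adjusted p = 0.0866) with at least 10 counts in every library, a filter that removes genes which fell to few counts. The median log2 fold change of smooth_muscle genes passed with fry (-0.15, adjusted p = 0.0321) and with at least 10 counts in every library (-0.25, 0.0381). The cause was not tested for the others. No list past the threshold with camera changed its direction under the alternatives. Medians near 0 could change sign: that of coelomic epithelium genes was -0.02 with all mice. Without mouse M2 it turned positive, since Lrrn4 rose to 0.13 while Upk3b and Upk1b stayed positive. The median log2 fold change of glycolysis genes, not called with all mice, passed without mouse M1 (-0.92, adjusted p = 9.15e-10; between -0.66 and -0.49 without each of the others) and with at least 10 counts in every library (-0.65, 0.0386).

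Of 162 tested genes under the rule that are reported, 119 were called, 0 of these reversed, and 94 passed the threshold under each of 13 alternatives that gave a value; the test against a fold change of 1.5 was run for the number of called genes and the Reactome sets and not for single genes. The largest numbers lost were 16 of 119 without mouse M3, 15 without the replicate block and 12 without mouse M4. Removing the block changed no call of the sets and lists recomputed without it and left 0 of the 119 with another sign. Genes not called, with log2 fold changes near 0, did change sign, with adjusted p of 0.47 or more; the cause was not tested. Leaving mice out gave the following reversals, with the range over the mice where it is wide: Amh -0.12 (M3) and -0.07 (M4; range -0.12 to 0.29), Tagln 0.07 (M5; -0.26 to 0.07), Krt19 0.08 (M4; -0.18 to 0.08), Cs -0.02 (M2; -0.02 to 0.11), Lrrn4 0.13 (M2; -0.16 to 0.13), Bckdha 0.02 (M3) and 0.09 (M4; -0.23 to 0.09), Hadha -0.03 (M2) and -0.02 (M3; -0.03 to 0.07), Gys1 0.01 (M2) and 0 (M3; -0.28 to 0.01), Gbe1 0.05 (M2), 0.05 (M3) and 0.07 (M4; -0.27 to 0.07), Gata3 -0.04 (M1) and -0.18 (M4; -0.18 to 0.35), and Ugp2 between -0.03 and 0.02 (0 without M1, -0.03 without M3, 0 without M4, -0.02 without M5). Without the replicate block Gys1 was 0.03, Gbe1 0.05 and Gata3 -0.01. With limma-voom Gbe1 was 0.01 and Gata3 0. Under total counts only, Hadha was -0.03 and Ugp2 -0.05. With the GC and length trend removed and the replicate block kept, Ddx3y was -0.02 and Ugp2 -0.08. Ugp2 was also -0.01 with DESeq2, -0.01 with DESeq2 size factors, 0 with no low-count filter and -0.01 with at least 10 counts in every library.

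Depth and the number of mice limit small changes: in simulated counts, 50.7% of genes changed by 0.5 on the log2 scale were recovered. These were drawn only from genes above a minimum mean expression, so recovery among genes with fewer counts was not tested. Of the 24470 gene entries, 10529 were set aside by the low-count filter; with no low-count filter 20287 genes were tested and 3472 called, 3107 of them shared with the 3198 calls.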

Differences from the paper's values

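The values read from Fig. 3A are the negative log10 of an adjusted p from the paper's Enrichr analysis; those beside them are on the same scale, from one-sided Fisher's exact tests of Reactome sets matched by name, so the set definitions and the background differ from the paper's by an unknown amount. For Smooth Muscle Contraction the paper's value is about 5.6 in Fig. 3A, read by eye, and the value here was 1.5. Over the alternatives set before the data were examined it ran from 0 to 2.12, and it differed from the paper's value under each of them. For Meiotic Synapsis the paper's value is about 4.7 in Fig. 3A, read by eye, and the value here was 1.99. The alternatives gave 0 to 2.55, and each differed from the paper's value. Both sets passed an FDR of 0.05 here as well.

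The variance shares printed on the axes of Fig. S3A match 83.94% and 6.49% when rounded. The paper states that Sertoli cell markers were not downregulated, and 0 of 4 were called lower here; 3 were called higher.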

Other observations

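The tests reported in the next paragraph were set before the results were seen; for the remaining lists only values are given, without an explanation.

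Germ cell genes were lower with GPI. Over 3 scalings of the libraries, the smallest distance of the list from the median of all tested genes was -2.89. The list thus fell relative to other genes. With the trend on GC content and gene length removed the median was -2.90. More mesonephros left on GPI-treated gonads would lower Sertoli genes alike, and their median was 0.59. The last 2 values argue against the GC and length trend and against the mesonephros as the whole cause. In other cultured gonads, the paper counted significantly fewer germ cells with GPI than with vehicle. A loss of germ cells may therefore account for the lower germ cell genes, and lower transcription in these cells may add to it. Whole-gonad RNA does not separate the 2. Treatment was the difference set between the gonads of each embryo, and 12 of the 16 tested genes were lower in all 5 mice. The design and these values point to the treatment as a cause of the decrease, by a route not tested here.

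The summed normalized counts of 9 mesonephros genes were 865.9, 348.4, 496.9, 201.2 and 265.9 in the vehicle-treated testes of mice M1 to M5, and 359.3, 402.9, 262.4, 259.9 and 267 in the GPI-treated testes. Of these genes 2 could be tested, -0.28 for Pax8 and 0.11 for Gata3, with 0 called over all genes tested or adjusted over the list alone; the list's median was -0.09 (camera, adjusted p = 0.975), and Pax2 and Lhx1 were set aside by the low-count filter.

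Glycogen genes as a list had a median log2 fold change of -0.07, with 3 of 21 higher and 1 lower over all genes tested and the same numbers adjusted over the list alone (camera, adjusted p = 0.924, direction up, while the mean was -0.07). Ppp1r3c had 252 ± 8.9 normalized counts (SD, n = 5) with vehicle and 179 ± 60.3 (SD, n = 5) with GPI, a log2 fold change of -0.55 (standard error 0.16, adjusted p = 0.0262) from edgeR's quasi-likelihood test; it was lower in 4 of 5 mice and not called without the replicate block or without mouse M2, M3 or M5. The other log2 fold changes were 0.15 for Pygb, -0.39 for Pygl, -0.39 for Pygm, -0.59 for Pgm1, 0.00 for Ugp2, -0.07 for Gys1, -0.02 for Gbe1, 0.37 for Phkb and 0.36 for Gyg. Ugp2, Gys1 and Gbe1 change sign between alternatives. Without mouse M1 the log2 fold change of Pygl was -0.57 (adjusted p = 0.00364) and the log2 fold change of Pgm1 was -0.98 (adjusted p = 0.000698), both past the threshold. Both also passed with no low-count filter, and Pygl with total counts only and with the GC and length trend removed. Ugp2 overlaps Vps54 and Mir1933. Gys2, Sry and Elavl3 were set aside by the low-count filter, and Elavl4 was at -1.06 (adjusted p = 0.12).

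Lactate and pyruvate transport genes had a median of 0.29 (2 of 6 higher over all genes tested, and 3 higher and 1 lower adjusted over the list alone; camera, adjusted p = 0.272). Slc16a1 was at 0.65 (adjusted p = 0.000856, edgeR; higher in 5 of 5 mice) and Slc16a3 at -0.22 (adjusted p = 0.488), and without mouse M1 Slc16a3 was at -0.52 (adjusted p = 0.0238). The others were 1.34 for Slc16a7, 0.32 for Mpc2 and -0.45 for Bsg. Nr5a1 was at 1.11 and Mki67 at -0.40, each called and changed the same way in 5 of 5 mice.

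The other fixed lists are given by their median log2 fold change, camera adjusted p and members. Cholesterol synthesis genes stood at 0.70 (3.12e-07; 17 of 24 higher over all genes tested and 19 adjusted over the list alone), with 0.45 for Hmgcs1 and 0.51 for Sqle. For branched-chain amino acid catabolism the median was 0.26 (0.00939; 9 of 19 higher, and 9 adjusted over the list alone), with 0.77 for Bcat2, -0.06 for Bckdha, 0.26 for Ivd and 0.64 for Ppm1k; Bcat2 overlaps 0610005C13Rik, and Bckdha changes sign between alternatives. Smooth muscle genes had -0.15 (0.0858; 3 of 11 lower, and 4 adjusted over the list alone), with -0.12 for Acta2, -0.15 for Myh11, -0.09 for Tagln, -0.85 for Smtn and -0.34 for Cald1; Tagln overlaps Pcsk7. Pre-granulosa genes had -0.19 (0.294; 1 of 7 higher and 2 lower, the same adjusted over the list alone), with -0.19 for Fst, -0.78 for Wnt4, -1.11 for Runx1 and 0.61 for Bmp2.

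Interstitial progenitor genes were at -0.02 (0.801; 2 of 9 higher and 3 lower, and 2 and 4 adjusted over the list alone; the mean was 0.13 and the test pointed up), with 0.33 for Pdgfra, -0.18 for Nr2f2, 1.91 for Hhip and -0.42 for Gli1; Pdgfra overlaps Mir7025, Nr2f2 overlaps B130024G19Rik and Gli1 overlaps Arhgap9. Coelomic epithelium genes were at -0.02 (0.525; 1 of 5 higher, and 1 adjusted over the list alone; the mean was 0.16 and the test pointed up), with 0.23 for Upk3b, -0.05 for Krt19, 0.68 for Upk1b and -0.04 for Lrrn4, and Msln was not tested. Cell cycle genes were at -0.11 (0.201; 2 of 20 lower, and 2 adjusted over the list alone), with -0.11 for Top2a, -0.27 for Ccnb1, -0.61 for Cdc20 and -0.25 for Bub1b; Cdc20 overlaps Elovl1. The p53 target genes were at 0.27 (0.128; 6 of 13 higher and 2 lower, the same adjusted over the list alone), with -0.28 for Cdkn1a, 0.27 for Mdm2, 0.35 for Bbc3, -1.60 for Plk2, 0.98 for Ccng1 and 0.79 for Trp53inp1. PPAR target genes were at -0.10 (0.126; 3 of 9 higher and 2 lower, and 4 and 2 adjusted over the list alone; the mean was 0.25 and the test pointed up), with -0.83 for Pdk4, -0.18 for Angptl4, -0.18 for Plin2, 1.87 for Vnn1, 1.76 for Fabp3 and 0.62 for Acot2. With fry, the p53 target genes (0.0321) and PPAR target genes (0.00146) passed the threshold.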
